# Monocytes give rise to Langerhans cells that preferentially migrate to lymph nodes at steady state

**DOI:** 10.1073/pnas.2404927121

**Published:** 2024-11-14

**Authors:** Hayley M. Raquer-McKay, Raul A. Maqueda-Alfaro, Sanjana Saravanan, Rebeca Arroyo Hornero, Björn E. Clausen, Andres Gottfried-Blackmore, Juliana Idoyaga

**Keywords:** macrophages, development, skin, migration, Langerhans cells

## Abstract

Current evidence suggests that ontogeny may account for the functional heterogeneity of some tissue macrophages, but not others. Here, we asked whether developmental origin drives different functions of skin Langerhans cells (LCs), an embryo-derived mononuclear phagocyte with features of both tissue macrophages and dendritic cells. Using time-course analyses, bone marrow chimeras, and fate tracing models, we found that the complete elimination of embryo-derived LCs at steady state results in their repopulation from circulating monocytes. However, monocyte-derived LCs inefficiently replenished the epidermal niche. Instead, these cells preferentially migrated to skin-draining lymph nodes. Mechanistically, we show that the enhanced migratory capability of monocyte-derived LCs is associated with higher expression of CD207/Langerin, a C-type lectin involved in the capture of skin microbes. Our data demonstrate that ontogeny plays a role in the migratory behavior of epidermal LCs.

## Significance

Several tissues, such as the skin, are populated with macrophages derived from embryonic precursors. These tissue macrophages scavenge debris and microbes to maintain organ function. Depletion of embryo-derived tissue macrophages can result in the recruitment of monocyte-derived macrophages that occupy the emptied tissue. Understanding how macrophage origin regulates their tissue functions is an unmet need for the design of therapeutics. This study compares embryo-derived and monocyte-derived Langerhans cells (LCs), macrophage-related cells localized in the epidermis of humans and mice. We show that monocyte-derived LCs have a superior migratory capacity than embryo-derived LCs due to their distinct expression of receptors for the uptake of microbes. Our findings shed light on LC heterogeneity and open venues for harnessing these cells therapeutically.

Macrophages are integral components of all organs, playing distinct roles in maintaining tissue-specific and immune scavenging functions (1–3). These mononuclear phagocytes develop prenatally from embryonic progenitors and are either maintained through adulthood by self-renewal or are replaced partially or totally by circulating monocytes (4–10). The contribution of embryonic progenitors and circulating monocytes to the homeostatic pool of adult macrophages has been mapped and is known to be tissue-specific (11, 12). However, it is still debated whether ontogeny plays a role in modulating macrophage functions within the same tissue. Tissue-specific factors, as opposed to ontogeny, determine gene expression and function for lung and liver macrophages (13–17). Contrarily, the morphology and gene expression of brain microglia seem dependent on their origin (18–20). These discrepancies suggest that the contribution of ontogeny to the functional heterogeneity of macrophages is also tissue dependent and highlights the need to correlate origin and functional heterogeneity for each population of tissue macrophages.

The skin epidermis provides the first barrier of protection from the invasion of pathogens into the body. In humans and mice, the epidermis is populated by a distinct population of mononuclear phagocytes, i.e., Langerhans cells (LCs). LCs arise from embryonic progenitors that seed the skin before birth (21–24) and consequently are considered macrophages with regard to their origin. Similar to other embryo-derived macrophages, LCs are long lived and are thought to be locally sustained in the adult epidermis through low levels of proliferation (25–27). However, different from other tissue macrophages, LCs migrate to skin-draining lymph nodes (sLN) at steady state and instruct the generation of regulatory T cells (28–34), a function usually associated with dendritic cells (DCs). This is the reason why LCs were sensibly called “*The macrophage in dendritic cell clothing*” (35). Importantly, the one-way migration of LCs to sLN poses a distinct challenge for the maintenance of the epidermal niche. Until now, it is still unclear whether slow self-renewal during homeostasis is the only mechanism that sustains LC numbers in the epidermis and sLN or whether there is heterogeneity within LC that differentially maintains these two niches. Recent work suggested the existence of LC subpopulations with differential migratory capabilities (36); however, a correlation between the origin of these homeostatic LC subpopulations and their migration capabilities was not systematically analyzed. Importantly, the presence of LC subpopulations with distinct ontogeny and migration capabilities may help explain the dual inflammatory and anti-inflammatory functions attributed to these cells (31, 37–41).

Notably, two distinct LC subpopulations with different origins, i.e., embryonic and monocytic, can be found during skin inflammation (42, 43). Originally, it was proposed that inflammation promotes the recruitment of monocytes and their differentiation to LCs that survey the skin for short periods of time (43). These “short-term” LCs were thought to be replaced by long-term LCs derived from undefined progenitors. However, with the advent of new technologies, Ferrer et al. recently showed that monocyte-derived LCs (moLCs) seed the skin and maintain themselves by self-renewal for a prolonged period of time during graft-versus-host disease (GVHD) (44). In this inflammatory setting, moLCs are transcriptionally indistinct from embryo-derived LCs (eLCs) (44), suggesting that the skin environment, rather than ontogeny, is the key factor contributing to function. Whether this is also true at steady state for LCs localized in the epidermis and sLN has not been evaluated yet.

Here, we leveraged a genetic mouse model of noninflammatory eLC depletion that allowed us to characterize the replenishment of both niches, the epidermis and sLN, in parallel at steady state. We found that similar to the inflammatory setting, depletion of eLCs results in repopulation with moLCs. However, at steady state, moLCs repopulated the epidermis poorly and were mainly found in the sLN niche. Competitive analysis demonstrated that moLCs have an intrinsic superior capacity to migrate to sLN than eLCs. Mechanistically, we show that moLCs express higher levels of the C-type lectin CD207/Langerin that can mediate migration through the capture of skin microbes. Our data support the concept that ontogeny regulates a key function of LCs at steady state.

## Results

### LCs Repopulate the Skin-Draining Lymph Nodes, but Not the Epidermis, Following Their Depletion at Steady State.

To investigate the dynamics of LC repopulation in the skin and sLN in parallel, we depleted these two niches and followed the process of reconstitution over time, as previously done for other tissue macrophages (17, 45). CD207/Langerin is a C-type lectin expressed by epidermal LCs and by dermal DC type 1 (DC1s) (46–48). CD207 is also expressed by all lymphoid-resident DC1 localized in sLN of Balb/c mice (49). Thus, Balb/c *Cd207*^DTR^ mice allowed us to compare LC repopulation with that of dermal and lymphoid-resident DC1s. A single dose of DT resulted in the complete elimination of all CD207-expressing cells in the skin and sLN by 48 h, without depleting other mononuclear phagocytes (*SI Appendix*, Fig. S1 *A*, *B*, *D*, and *E*). DT did not trigger the recruitment of neutrophils or eosinophils, suggesting that it does not result in overt inflammation (*SI Appendix*, Fig. S1*C*).

Time-course analyses of the skin showed that dermal DC1s returned to normal numbers 15 d post-DT inoculation (Fig. 1 *A* and *B*). However, skin LC numbers remained significantly lower, even after 6 mo post-DT inoculation. The low LC numbers post-DT were observed in both our whole-skin and epidermal cell preparations (*SI Appendix*, Fig. S2 *A* and *B*), implying that it was not a consequence of different skin digestion protocols. Parallel analysis of sLN showed that lymphoid-resident DC1 repopulated the sLN niche by 15 d post-DT inoculation (*SI Appendix*, Fig. S2*C*). Similarly, migratory DC1 in sLN returned to control levels by 15 d post-DT (Fig. 1 *C* and *D*), in accordance with their replenishment in the skin. Strikingly, despite the low number of skin LCs at 2 to 6 mo postdepletion, migratory LCs completely repopulated the sLN by 2 mo (Fig. 1*D*). This disconnect between skin and sLN LCs was also observed in B6 *Cd207*^DTR^ mice (Fig. 1*E*), thus being independent of the mouse background.

**Fig. 1.**
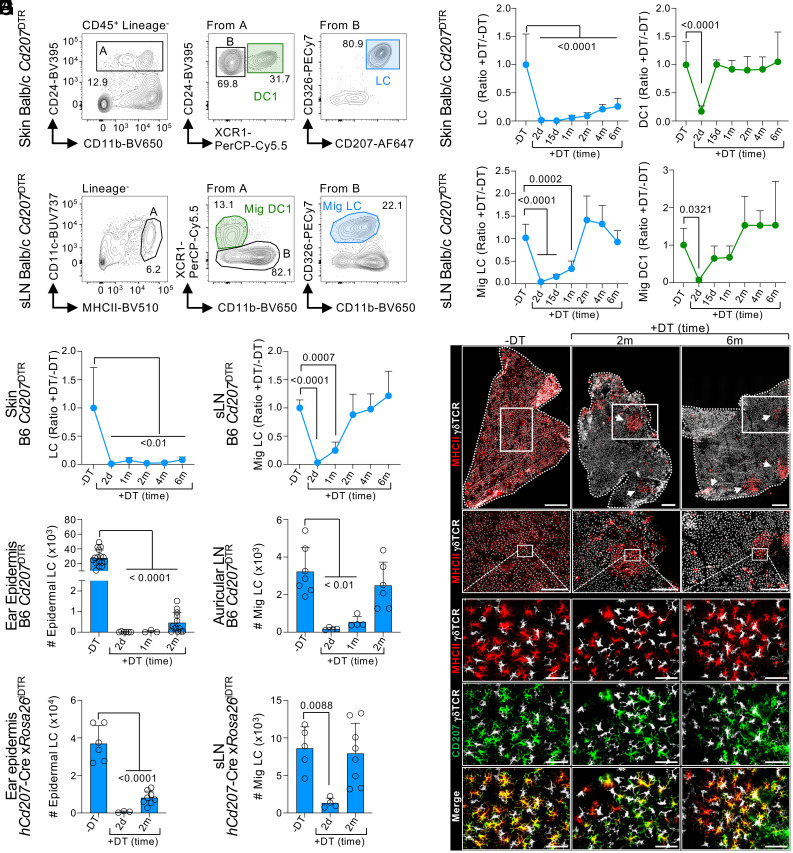
LCs repopulate sLN, but not the epidermis, after their depletion at steady state. (*A*–*D*) Balb/c *Cd207*^DTR^ mice were inoculated or not with 50 ng/gr body weight DT. Ears and sLN (popliteal, inguinal, brachial, and axillary) were harvested, and cell suspensions were stained for flow cytometry analysis. (*A*) Gating strategy to identify skin LCs and DC1s. (*B*) Skin LC (*Left*) and DC1 (*Right*) numbers were quantified over time and normalized to non-DT controls. Shown is the mean + SD (n = 5-13 mice in 4 to 10 exp.; one-way ANOVA with Dunnett’s multiple comparison). (*C*) Gating strategy to identify migratory LCs (Mig LC) and DC1s (Mig DC1) in sLN. (*D*) Mig LC (*Left*) and Mig DC1 (*Right*) numbers were quantified and normalized to non-DT controls (n = 4-19 mice in 4 to 10 exp.; one-way ANOVA with Dunnett’s multiple comparison). (*E*–*G*) B6 *Cd207*^DTR^ mice were treated or not with 50 ng/gr body weight DT. (*E*) LCs were quantified in the skin (*Left*) and sLN (*Right*) and normalized to non-DT controls (n = 3-22 mice in 2 to 7 exp.; one-way ANOVA with Dunnett’s multiple comparison). (*F*) The ear epidermis was stained for MHCII^+^CD207^+^ LCs and γ δTCR^+^ T cells by microscopy (1 of 4 exp.). *Top* panel, epidermal sheet stitching (scale bar: 500 μm); second row, magnification of white squares from the *Top* panel (scale bar: 100 μm); and *Bottom* panels, magnification of second row (scale bar: 50 μm). (*G*) LC numbers were quantified in the ear epidermis (*Left*; n = 3-12 mice in 2 to 4 exp.; one-way ANOVA with Dunnett’s multiple comparison) and ear-draining auricular LN (n = 4-7 mice in 2 to 3 exp.; one-way ANOVA with Dunnett’s multiple comparison). (*H*) *hCd207*-Cre x*Rosa26*^iDTR^ mice were inoculated or not with 50 ng/gr body weight DT. Numbers of epidermal LCs (*Left*) and Mig LCs in sLN (*Right*) are shown as the mean + SD (n = 3-8 mice in 3 exp.; one-way ANOVA with Dunnett’s multiple comparison). d: days; m: months; Mig: migratory.

To confirm that LCs were unable to repopulate the skin, we performed several experiments. First, epidermal sheets were analyzed by microscopy (Fig. 1*F*). By 2 mo post-DT, only a few small patches of MHCII^+^ CD207^+^ LCs were detected, as described (37, 50). Even at 6 mo post-DT, LC patches did not achieve the density observed in non-DT controls. Second, the ear and back epidermis of B6 *Cd207*^DTR^ mice were compared to assess for anatomic-specific LC dynamics (Fig. 1*G* and *SI Appendix*, Fig. S2*D*). LCs were unable to repopulate either site at 2 mo. However, migratory LCs repopulated the ear and back skin-draining lymph nodes equally well. Third, we confirmed LC repopulation dynamics in a mouse model that specifically depletes LCs and does not affect DC1s, i.e., human *Cd207*-Cre mouse crossed to *Rosa26*^iDTR^ (51). In this model, LCs did not refill the epidermal niche after their depletion, but their numbers in sLN were similar to non-DT controls (Fig. 1*H*). Finally, we observed similar results using a model that does not require CD207 expression for LC depletion, i.e., *LysM*^Cre^ × *Csf1r*^LSL-DTR^ (*SI Appendix*, Fig. S2*E*). The disconnect between epidermal and sLN repopulation was only observed at steady state since LCs quickly repopulated the epidermis if inflammation was induced by tape stripping (*SI Appendix*, Fig. S2*F*). Notably, LCs found in the dermis, on their migratory path to sLN, followed the same kinetic of reconstitution as LCs in sLN, i.e., their numbers returned to normal levels by 2 mo (*SI Appendix*, Fig. S2*G*). Our results show that LC repopulation at steady state favors the sLN rather than the epidermis.

### Depleted Embryo-Derived LCs Are Replaced by Monocyte-Derived LCs.

To evaluate the origin of the repopulating LCs, we took advantage of the radioresistant feature of embryonic LCs to generate congenic bone marrow chimeras (BMC) by transplanting CD45.1 wild-type (WT) bone marrow into lethally irradiated CD45.2 *Cd207*^DTR^ mice (27). Two months post-transplantation, embryonic LCs were depleted by DT inoculation, and the origin (host or bone marrow) of returning LCs was followed over time. Similar to our previous observations, returning LCs were unable to repopulate the epidermis by 2- and 4-mo post-DT (Fig. 2*A*). LCs from non-DT-inoculated mice had an embryonic origin, as expected (Fig. 2*B*). However, the few LCs found in the skin 2- and 4-mo post-DT were all derived from bone marrow progenitors. Matching their epidermal counterpart, repopulating migratory LCs in sLN were also derived from bone marrow progenitors (Fig. 2*B*). The bone marrow origin and epidermal localization of repopulating LCs were confirmed by microscopy analysis. Again, a few patches of returning LCs were found, but all had a bone marrow CD45.1^+^ origin (Fig. 2*C*). To confirm that LC repopulation with bone marrow–derived progenitors was not a result of low-grade inflammation induced by irradiation, we generated shielded BMC as previously described for other tissue macrophages (6, 17, 20). The head and shoulders of CD45.2 *Cd207*^DTR^ mice were shielded from radiation to prevent damage in the ear skin and sLN before engraftment with CD45.1 WT bone marrow, followed by DT inoculation. Skin and migratory LCs of head-and-shoulder-shielded BMC showed a chimerism that matched blood B cells (Fig. 2*D*), suggesting that the bone marrow origin of repopulating LCs is unlikely to be a confounding effect of irradiation.

**Fig. 2.**
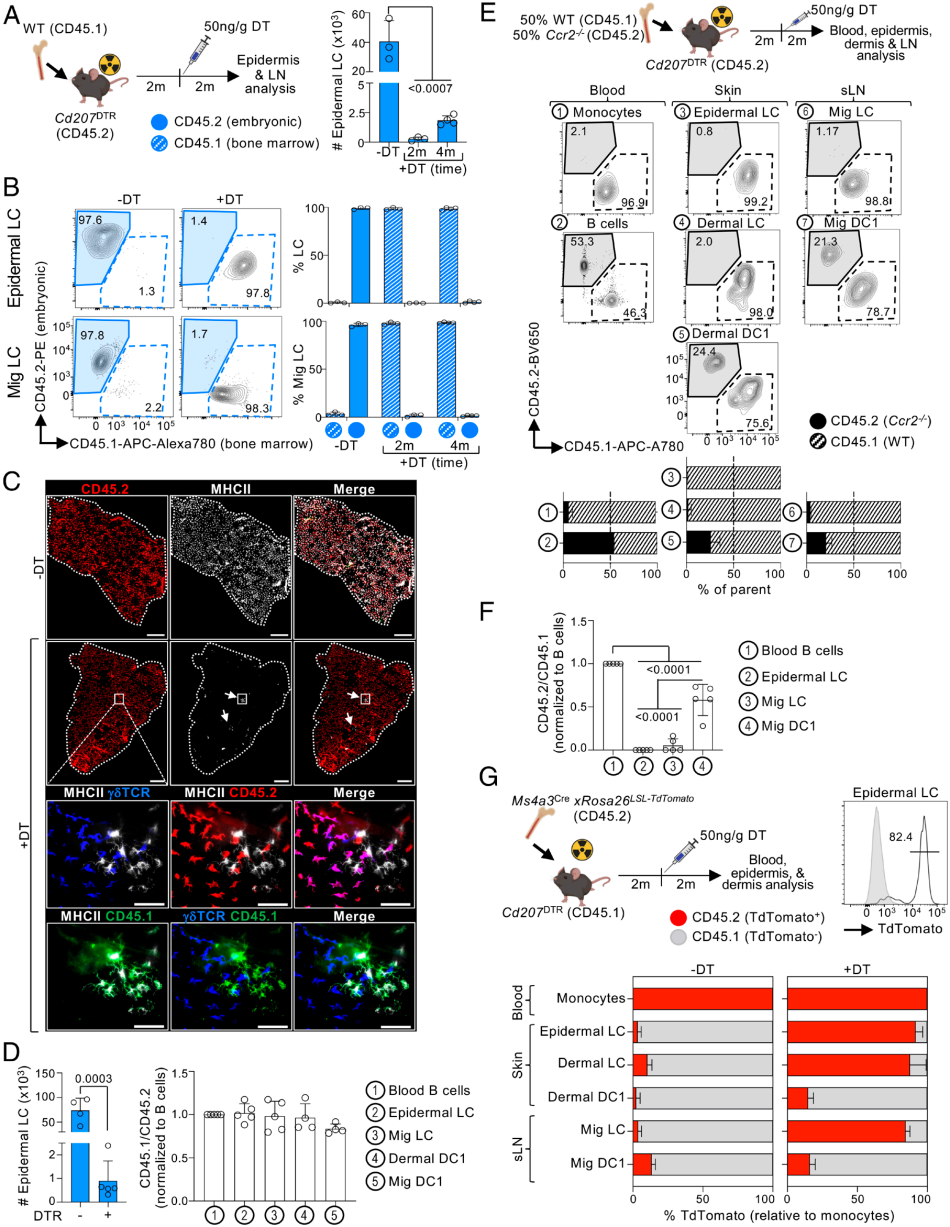
Monocytes give rise to LCs at steady state. (*A*–*C*) CD45.2 B6 *Cd207*^DTR^ mice were lethally irradiated and transplanted with CD45.1 WT bone marrow, followed by inoculation with 50 ng/gr body weight of DT. The epidermis and sLN were analyzed at 2 or 4 mo post-DT. (*A*) Experimental design (*Left*) and epidermal LC numbers as the mean + SD (n = 3-4 mice in 2 to 3 exp.; one-way ANOVA with Dunnett’s multiple comparison). (*B*) Expression of CD45.2 and CD45.1 in epidermal LCs (*Top*) and Mig LCs (*Bottom*). Representative flow cytometry analysis (*Left*) and mean + SD (n = 3-4 mice in 2 to 3 exp.; *Right*). (*C*) The ear epidermis was stained for MHCII^+^ LCs, radioresistant γδTCR^+^ T cells, CD45.1, and CD45.2 by microscopy 4 mo post-DT (1 of 3 exp.). *Top* panels, epidermal sheet stitching (scale bar: 500 μm); *Bottom* panels, magnified region of white squares (scale bar: 50 μm). (*D*) As in (*A*), but the ears and shoulders of *Cd207*^WT^ (DTR-) and *Cd207*^DTR^ (DTR+) mice were shielded before 9 Gy irradiation and bone marrow transplantation, followed by inoculation with 50 ng/gr body weight of DT. *Left* shows epidermal LC numbers (mean + SD; Student’s *t* test) at 2 mo post-DT. *Right* shows the mean + SD of CD45.1/CD45.2 expression normalized to blood B cells (n = 4-5 mice in 3 exp.; one-way ANOVA with Dunnett’s multiple comparison). (*E*) B6 CD45.2 *Cd207*^DTR^ mice were lethally irradiated and transplanted with 50% *Ccr2^−/−^*(CD45.2) and 50% WT (CD45.1) bone marrow, followed by 50 ng/gr body weight DT. *Top* shows experimental design. *Bottom* shows a representative flow cytometry staining, and the mean + SD of CD45.1/CD45.2 expression 2 mo post-DT (n = 3 mice in 1 exp.). (*F*) As in (*E*), but the ears and shoulders of mice were shielded before irradiation (9 Gy) and transplantation with 50% *Ccr2^−/−^*(CD45.2) and 50% WT (CD45.1) bone marrow. Shown is the mean + SD of CD45.2/CD45.1 expression normalized to blood B cells (n = 5 mice in 1 exp; one-way ANOVA with Tukey’s multiple comparison). (*G*) B6 CD45.1 *Cd207*^DTR^ mice were lethally irradiated, transplanted with CD45.2 *Ms4a3*^cre^ x*Rosa26*^LSL-TdTomato^ bone marrow, and inoculated with 50 ng/gr body weight DT. *Top* shows the experimental design and a representative flow cytometry analysis of TdTomato expression by epidermal LCs 2 mo post-DT. *Bottom* shows the mean + SD of TdTomato expression (n = 4-7 mice in 3 exp.). m: months.

During skin inflammation, bone marrow monocytes differentiate into LCs (42–44). To determine whether monocytes also mediate homeostatic LC repopulation, we generated a competitive BMC by lethally irradiating *Cd207*^DTR^ mice and transplanting them with 50% WT and 50% *Ccr2*^−/−^ bone marrow, as CCR2 is a chemokine receptor necessary for monocyte egress from the bone marrow (52). Analysis of blood showed that WT outcompeted *Ccr2*^−/−^ bone marrow for the reconstitution of monocytes, but not B cells (Fig. 2*E*). After DT-mediated elimination of embryonic LCs, WT but not *Ccr2*^−/−^ bone marrow contributed exclusively to the reconstitution of skin LCs. WT bone marrow also had a slightly larger contribution for DC1 reconstitution, in agreement with the recently reported role of CCR2 in DC progenitors (53). The contribution of WT and *Ccr2*^−/−^ bone marrow to migratory LCs and DC1s in sLN matched their skin counterparts. Similar results were observed when repeating these experiments with head-and-shoulder-shielded BMC (Fig. 2*F*), suggesting that these results are unlikely to be a consequence of irradiation-induced inflammation. Thus, LC repopulation at steady state requires CCR2-dependent bone marrow cells.

It has been suggested that DC progenitors could give rise to human LCs (54–56). To dissect the contribution of monocytes vs. DC progenitors to homeostatic LC repopulation, we transplanted lethally irradiated *Cd207*^DTR^ with *Ms4a3*^Cre^ × *Rosa26*^LSL-TdTomato^ bone marrow, that traces monocytes and monocyte-derived cells (57) (Fig. 2*G*). After DT inoculation, most DC1s were TdTomato^−^; however, the majority of the epidermal, dermal, and migratory LCs were TdTomato^+^, demonstrating their monocytic origin. Notably, inflammation induced by tape-stripping also resulted in monocyte-derived LC repopulation (*SI Appendix*, Fig. S3*A*).

Our results show that depletion of embryonic LCs (eLCs) at steady state results in repopulation with monocyte-derived LCs (moLCs). We next aimed at understanding the timing of monocyte infiltration to the skin after eLC depletion. Following eLC elimination, we were unable to detect any significant infiltration of monocytes at any time point analyzed (*SI Appendix*, Fig. S3 *B* and *C*), in contrast to other models of tissue macrophage depletion at steady state (17, 44, 45). We were also unable to detect an accumulation of MHCII^+^ CD11b^+^ cells, i.e., cells in their developmental transition to LCs (44). We hypothesized that a small number of infiltrating monocytes may quickly differentiate into moLCs that then undergo proliferation. Indeed, we observed that epidermal moLCs undergo a peak of proliferation measured by Ki67 expression at 2 mo post-DT inoculation (*SI Appendix*, Fig. S3*D*), the time point in which the sLN niche is replenished (Fig. 1*D*).

### sLN Monocyte-Derived LCs Are Coming from the Skin.

A distinctive trait of LCs is their migration from the epidermis to the sLN. We asked whether similar to eLCs, moLCs localized in sLN have a phenotype of skin migratory cells using Cytometry by Time of Flight (CyTOF) (Fig. 1*D*). Unbiased clustering showed that sLN moLCs and eLCs fall within the same region of the UMAP (Fig. 3 *A* and *B*), demonstrating that they have a similar phenotype, including markers associated with DC migration from the skin such as CCR7, MHCII, and CD86 (Fig. 3 *C* and *D*).

**Fig. 3.**
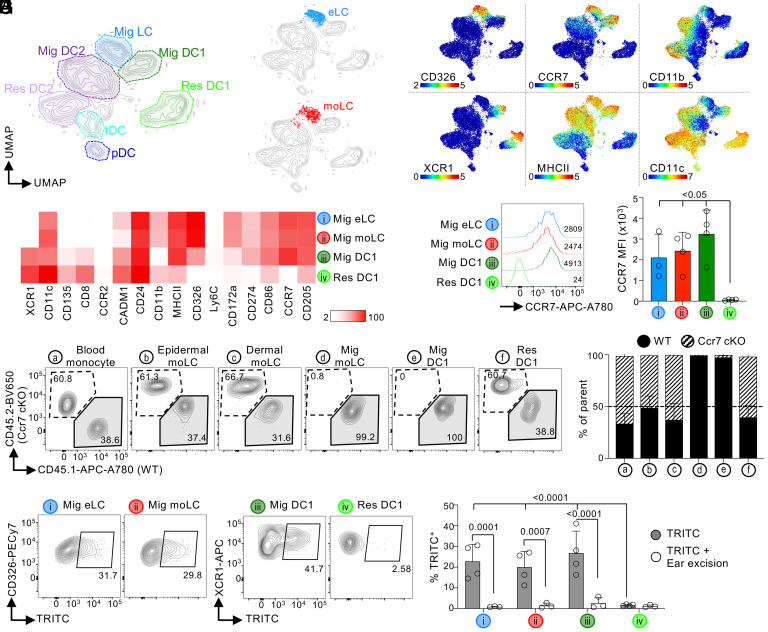
moLCs migrate from the skin to sLN. (*A*–*D*) B6 *Cd207*^DTR^ mice were inoculated or not with 50 ng/gr body weight DT. Two months later, Mig LCs were analyzed by CyTOF. (*A*) UMAP showing all myeloid cells in sLN (1 of 3 exp.). (*B*) eLCs (−DT; *Top*), and moLCs (+DT; *Bottom*) were overlaid into the UMAP of all sLN cells (1 of 3 exp.). (*C*) UMAPs showing the expression of selected markers (1 of 3 exp.; scale: ArcSinh). (*D*) Heatmap of the expression of each marker in each cell population (n = 3 mice in 3 exp.; scale: MSI). (*E*) CCR7 expression by flow cytometry (1 of 3 exp.). A representative flow cytometry plot (*Right*) and the mean fluorescence intensity (MFI) + SD (n = 3-4 mice in 3 exp.; *Left*). (*F* and *G*) B6 *Cd207*^DTR^ CD45.2 mice were lethally irradiated and transplanted with 50% WT (CD45.1) and 50% Ccr7 cKO bone marrow (CD45.2), followed by 50 ng/gr body weight DT. (*F*) Representative flow cytometry plots are shown. (*G*) As in (*F*), but the frequency of cells expressing CD45.1 or CD45.2 (mean + SD; n = 9 mice in 2 exp.). (*H*) B6 *Cd207*^DTR^ mice were treated or not with 50 ng/gr body weight of DT. Two months later, TRITC was applied onto the ears. In some cases, ears were excised 4 h after TRITC application. Auricular LN were collected 96 h later for flow cytometry analysis. *Left* shows representative plots. *Right* shows the frequency of TRITC^+^ cells (mean + SD; n = 3-4 mice in 2 exp.; two-way ANOVA with Fisher’s Least Significant Difference). Res: lymphoid-resident; MSI: Mean Signal Intensity.

The chemokine receptor CCR7 mediates skin DC migration to sLN (58). Flow cytometry quantification showed that sLN moLCs expressed similar levels of CCR7 to eLCs, and to migratory, but not resident DC1s (Fig. 3*E*). To evaluate the role of CCR7 in moLCs, we generated a *Ccr7^f/f^* mouse that was crossed to *Cd11c*-Cre to generate a conditional knockout (Ccr7 cKO) (*SI Appendix*, Fig. S4 *A*–*D*). As expected, Ccr7 cKO mice harbor normal numbers of skin eLCs and dermal DC1s (*SI Appendix*, Fig. S4*E*). In sLNs, Ccr7 cKO mice completely lacked all migratory cells, including eLCs, migratory DC1s, and DC2s; however, lymphoid-resident DC1s and DC2s were still present, though decreased. To analyze the cell-intrinsic role of CCR7 in moLCs, we generated competitive BMC by transplanting 50% WT and 50% Ccr7 cKO bone marrow into lethally irradiated *Cd207*^DTR^ mice, followed by DT inoculation. WT and Ccr7 cKO bone marrow contributed equally to moLCs localized in the epidermis and dermis, as well as, lymphoid-resident DC1 and DC2 in sLN (Fig. 3 *F* and *G* and *SI Appendix*, Fig. S4*F*). However, only WT bone marrow contributed to migratory moLCs, and migratory DC1 and DC2 localized in sLN. These results indicate that CCR7 is necessary for moLC migration to sLN.

To confirm moLC migration from the skin to sLN, we assessed their capacity to carry a dye using the classic “TRITC skin painting” experiment. To control for cell-free dye diffusion, one ear was removed a few hours post-painting (ear excision). The peak of TRITC^+^ LCs in sLN was at 96 h, and it was blocked by ear excision (Fig. 3*H* and *SI Appendix*, Fig. S4*G*). moLCs carried a similar amount of TRITC to the auricular LN as eLCs, suggesting similar migration capabilities under the stimulatory conditions of the TRITC application. Contrarily to migratory LCs, lymphoid-resident DC1 were TRITC^-^ for the duration of the experiment (*SI Appendix*, Fig. S4*G*). We concluded that similar to eLCs, moLCs found in sLN are migrating from the skin.

### moLCs Are Intrinsically Superior at Migrating to sLN than eLCs.

We then asked whether moLCs have a different capacity to migrate to sLN than eLCs. We compared the phenotype of moLCs vs. eLCs localized in the skin by CyTOF analysis of *Cd207*^DTR^ ± DT (Fig. 4*A*). Gated skin LCs were clustered using X-shift and data represented by PHATE, a visualization tool that preserves local and global distances (59). Two clusters of skin LCs expressing CD326, CD24, and CD172α were distinguished (Fig. 4*A* and *SI Appendix*, Fig. S5*A*). Cluster 2 had higher expression of markers related to migration and activation, including CCR7, MHCII, and CD86 (Fig. 4*B*). Most moLCs (+DT) were within Cluster 2, whereas most eLCs (−DT) fell within Cluster 1 (Fig. 4 *C* and *D*). Analysis of only the epidermis showed similar results, i.e., higher expression of CCR7 and other activation markers by moLCs vs. eLCs (Fig. 4*E* and *SI Appendix*, Fig. S5*B*). Thus, a higher frequency of moLCs express migratory/maturation markers.

**Fig. 4.**
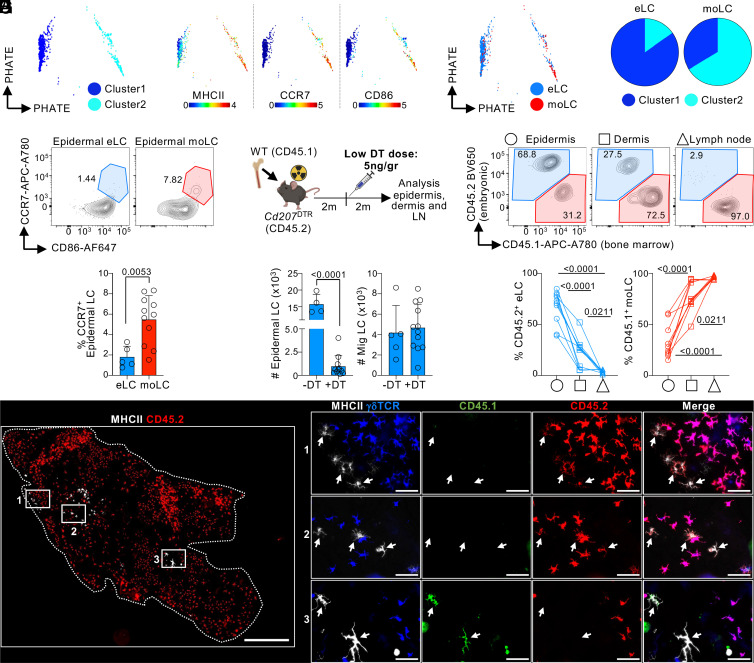
moLCs have a superior migratory capacity than eLCs. (*A*–*D*) B6 *Cd207*^DTR^ mice were inoculated or not with 50 ng/gr body weight DT, and whole skin was analyzed by CyTOF after 2 mo (1 of 2 exp.) (*A*) Skin LCs were gated as in S1A, analyzed by X-shift, and represented using PHATE. (*B*) PHATE map colored by the expression of the indicated marker (scale: ArcSinh). (*C*) Overlay of eLCs (−DT) and moLCs (+DT) onto the PHATE map of (*A*). (*D*) Frequency of eLCs (−DT) and moLCs (+DT) falling within cluster 1 and cluster 2 of the PHATE map (n = 2-4 in 2 exp.). (*E*) As in (*A*), but the epidermis was analyzed by flow cytometry for the expression of CCR7 and CD86 expression on eLCs (−DT) and moLCs (+DT). *Bottom*, frequency of CCR7^+^ LCs shown as the mean + SD of n = 5-11 mice (3 exp.; Student’s *t* test). (*F*−*H*) B6 CD45.2 *Cd207*^DTR^ mice were lethally irradiated and transplanted with CD45.1 WT bone marrow, followed by inoculation of a low dose of 5 ng/gr body weight of DT. Tissues were collected 2 mo later. (*F*) *Top*, experimental design. *Bottom*, number of epidermal LCs (*Left*) and Mig LCs in sLN (*Right*) as mean + SD (n = 4-12 in 3 exp.; Student’s *t* test). (*G*) *Top*, expression of CD45.1 and CD45.2 by flow cytometry. *Bottom*, frequency of CD45.2 eLCs and CD45.1 moLCs in each tissue shown as individual mice (n = 12 mice in 3 exp.; one-way ANOVA with Tukey’s multiple comparison). (*H*) Microscopy analysis showing CD45.1 and CD45.2 expression in epidermal LCs (1 of 2 exp.). *Left* panel, epidermal sheet stitching (scale bar: 500 μm); *Right* panels, magnification of white squares (scale bar: 50 μm).

Until this point, our analysis of moLC was dependent on the complete elimination of eLCs by DT inoculation in *Cd207*^DTR^ mice. To control for off-target effects of systemic DT administration and to evaluate the intrinsic migratory capacity of moLCs, we designed an experimental model in which both eLCs and moLCs were present simultaneously in the epidermis. Thus, we inoculated a low dose of DT into *Cd207*^DTR^ BMC mice. We reasoned that this approach would allow the depletion of some, but not all eLCs, and the consequent repopulation with some moLCs. Low-dose DT inoculation resulted in epidermal LC depletion similar to our previous observations, and the complete repopulation of LCs in the sLN by 2 mo (Fig. 4*F*). Analysis of epidermal LCs showed ~60% were embryo-derived (CD45.2^+^) and ~40% were bone marrow–derived (CD45.1^+^) (Fig. 4*G*). Microscopy analysis confirmed the flow data by revealing patches of CD45.2^+^ eLCs and patches of bone marrow–derived CD45.1^+^ LCs (Fig. 4*H*), showing that eLCs and moLCs can coexist in the epidermal niche if a low dose of DT is used. Parallel flow cytometry analysis of the epidermis, dermis, and sLN was performed to compare the intrinsic migratory behavior of eLC vs. bone marrow–derived moLC (Fig. 4*G*). Dermis showed a greater frequency of LCs derived from bone marrow, although embryonic LCs were also present. In sLN, almost all LCs were derived from bone marrow. We concluded that in a competitive setting, bone marrow–derived moLCs have an intrinsic superior capacity to migrate to sLN than eLC.

### CD207-Dependent Capture of *Staphylococcus aureus* by moLCs Modulates Their Superior Migratory Capabilities.

To identify intrinsic differences between epidermal moLCs vs. eLCs, we performed transcriptomic analyses. 

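Single epidermal LCs were taken from bone marrow chimeras (BMC) in which irradiated CD45.1 Cd207DTR hosts had received CD45.2 wild-type bone marrow, so that the congenic marker gave the origin of each cell. Host LCs (CD45.1) are eLCs and donor LCs (CD45.2) are moLCs. Cd207DTR mice carry the diphtheria toxin (DT) receptor in the Cd207 locus, and the hosts were given 5 ng of DT per gram of body weight 2 months before the sort. Full-length cDNA of each cell was amplified and sequenced without molecular identifiers, so PCR copies of a molecule are counted as separate reads. The authors aligned the reads to mm10 with STAR and deposited the number of reads counted on each of 45661 genes in each of 185 cells, without normalization. The 9 values that were not whole, in 8 cells, were rounded. The cells comprised 106 moLCs and 79 eLCs on 2 plates. Plate 1 held 67 moLCs and 29 eLCs, and plate 2 held 39 moLCs and 50 eLCs. Each cell had between 233438 and 4525429 reads on genes, with a median of 2922749.5 in moLCs and 2779080 in eLCs. Within plate 1 the medians were 2955514 in moLCs and 3133975 in eLCs, and within plate 2 they were 2902351 and 2625799. The labels name no animal for any cell, so each origin was treated as 1 sample, no test was run, and no p-value is given. The reads of the 103 moLCs and 79 eLCs that passed the mitochondrial filter of the methods were summed by origin, scaled to counts per 1000000 reads (CPM) and compared as a log2 ratio of moLCs over eLCs, in all cells and within each plate. Intervals on sums (exact Poisson) and on shares of cells (exact Clopper-Pearson) are at 95% and cover counting error only, not differences between animals. Among the cells that passed, a median of 4026 genes had a read in moLCs and 4488 in eLCs. After each cell was thinned to 2052512 reads, which left out 7 moLCs and 12 eLCs with fewer, the medians were 4026 and 4416.

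**Figure D1:**
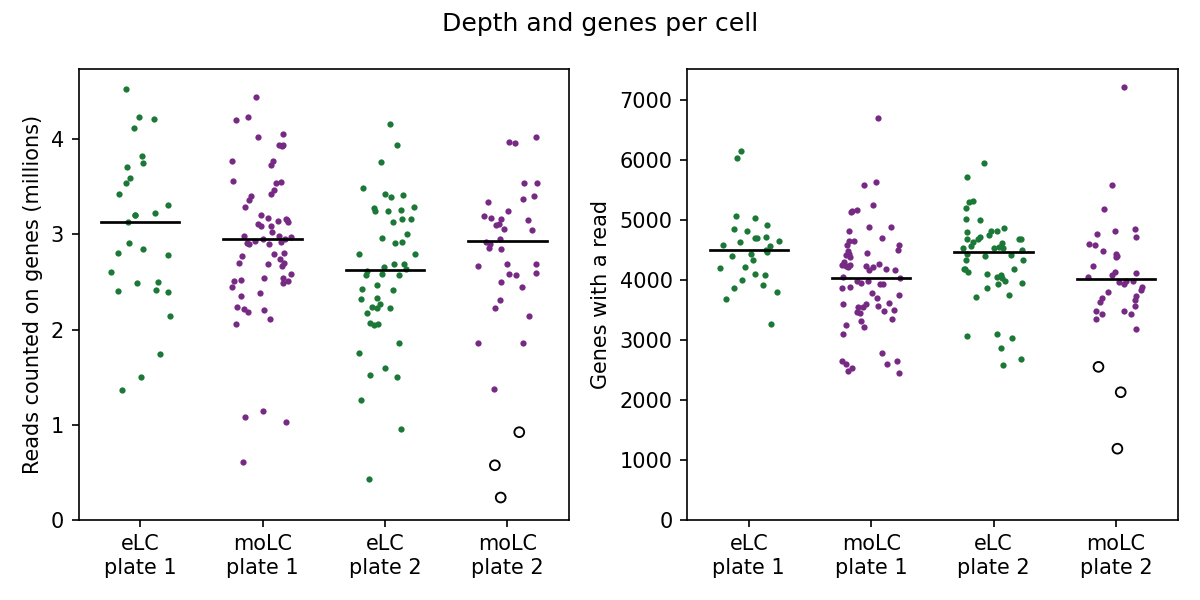
Reads counted on genes (left) and genes with a read (right) in each of the 185 cells, by origin and plate. Each filled point is a cell that passed the mitochondrial filter, open circles are the 3 that did not, and lines are medians of the cells that passed. The lines for genes with a read lie lower in moLCs than in eLCs on both plates.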

Epidermal moLCs and eLCs were single cell sorted from BMC of *Cd207*^DTR^ mice inoculated with a low dose of DT and analyzed by SMART-seq2 (*SI Appendix*, Fig. S6 *A* and *B*). Unbiased analysis was unable to subcluster moLCs vs. eLCs (*SI Appendix*, Fig. S6*C*), suggesting a minor influence of origin to gene expression. Indeed, only very few genes were differentially expressed between eLCs and moLCs (Fig. 5*A*). Among these, eLCs expressed higher levels of the embryo-derived gene *Timd4* (17, 60, 61) (Fig. 5*A* and *SI Appendix*, Fig. S6*D*). 

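The 182 cells were clustered on the 2000 most variable genes with Seurat's LogNormalize values, 10 principal components and a resolution of 0.8. They fell into 3 clusters, numbered here from 0. Cluster 0 held 34 moLCs and 40 eLCs, cluster 1 held 44 moLCs and 24 eLCs, and cluster 2 held 25 moLCs and 15 eLCs. The adjusted Rand index, which is 1 when clusters and groups coincide and about 0 when they are unrelated, was 0.0131 for clusters against origin and 0.00745 for clusters against plate. Of the settings tried, Pearson residuals in place of LogNormalize values moved the index for origin most, to 0.0417. The index was 0.0113 within plate 1 and 0.0150 within plate 2. A measure without clusters gave some separation. Among the 20 nearest neighbours of each cell, 58.6% were of the same origin on average, where random mixing gives 50.6%, and 55.7% were of the same plate, where random mixing gives 49.9%. The share of the same origin was 63.8% within plate 1 (57.4% by random mixing) and 53.4% within plate 2 (50.8%). Without Cd207 and the genes that differed most in size between origins it was 57.4%. On simulated counts the same steps gave an index of 1 for 2 groups planted with 300 genes at a 4-fold difference, and -0.00586 for the same groups with no gene planted. That setting is easier than the data. The planted genes all went up in 1 group and genes were drawn independently, whereas 12 genes of the data passed the size rule below at 4-fold. Whether the steps would separate groups that differ as little as these origins was not tested. From the lack of separate clusters of moLCs and eLCs, the paper proposes that origin had a minor influence on gene expression.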

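Of the genes listed, 6522 had a read in at least 25% of the cells of 1 origin. The summed CPM of 373 of these (5.72%) differed at least 2-fold between origins in the pooled cells. For 132 genes (2.02%) the difference was at least 2-fold in the same direction in the pooled cells, within plate 1 and within plate 2. Of these, 53 were higher in moLCs and 79 in eLCs. With edgeR's TMM factors in place of total reads, which moved every log2 ratio up by 0.10, the split was 72 higher in moLCs and 60 in eLCs. This rule describes size and is not a test. Between plates, 89 genes differed at least 2-fold in the same direction in both origins. In simulated counts with no gene changed, drawn from the means and variances of the real genes, 267 of 8974 genes (2.98%) passed the rule for origin. These counts held more genes past the share of cells asked for than the data (8974 against 6522), so the 2 percentages are not set against each other. In a second simulation the rule recovered 183 of 200 genes planted at a 4-fold difference. Requiring a read in at least 50% of the cells of 1 origin left 23 genes, 11 higher in moLCs and 12 in eLCs. In all cells, the 5 largest log2 ratios among the 132 genes were those of Clec4f (9.14), Gm43752 (5.21), Fabp5 (3.82), Timp2 (3.70) and Cd207 (3.60) on the side of moLCs. On the side of eLCs they were those of Polg (-4.10), Rps4l (-3.52), Crisp1 (-3.10), Cpn1 (-2.52) and Ide (-2.42). Some were unequal between plates. Timp2 was 1.56 within plate 1 and at least 11.10 within plate 2, where no eLC had a read. Crisp1 was -2.09 within plate 1 and -6.63 within plate 2, and Cpn1 was -1.93 and -4.63. Gm43752 (5.46 and 4.95) and Polg (-3.83 and -4.11) were less unequal. Gm43752 and Rps4l are annotated as processed pseudogenes, whose reads can be shared with their parent genes. Several of these values leaned on single cells. Leaving out the 1 cell with the most influence moved Timp2 to 4.74, Rps4l to -5.20, Crisp1 to -4.27 and Cpn1 to -3.42. Each of these moved further from 0. Clec4f moved to at least 10.55, as the eLC left out held all 8 of its reads in eLCs, which were then set to 3 reads. Fabp5 and Gm43752 moved nearer to 0, to 3.37 and 4.90.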

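Timd4 (ENSMUSG00000055546; chromosome 11 of GRCm38, the assembly also called mm10, from 46810800 to 46844332) encodes TIM-4, a receptor for phosphatidylserine. Its reads summed to 468.9 CPM (466 to 472) in eLCs and 114 CPM (113 to 116) in moLCs, a log2 ratio of -2.03. The size of the difference was unequal between plates. Within plate 1 it was 653 CPM in eLCs and 73.2 CPM in moLCs, a log2 ratio of -3.16. Within plate 2 it was 344 and 192 CPM, a log2 ratio of -0.84, which is less than 2-fold. The ratios within plates leaned on single cells. In plate 2 the moLC of well B09 held 5266 of the 20018 reads in moLCs. In plate 1 the eLC of well H07 held 16484 of the 57448 reads in eLCs. A read of Timd4 was found in 60 of 79 eLCs (75.9%, 65.0 to 84.9%) and in 21 of 103 moLCs (20.4%, 13.1 to 29.5%). At equal depth the shares were 82.1% and 19.8%. With all reads they were 79.3% and 16.4% within plate 1 and 74.0% and 27.8% within plate 2, so the intervals of the origins did not overlap on either plate. Leaving out each cell in turn kept the log2 ratio of the pooled cells between -2.26 and -1.81, and was not done within plates.

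**Figure D2:**
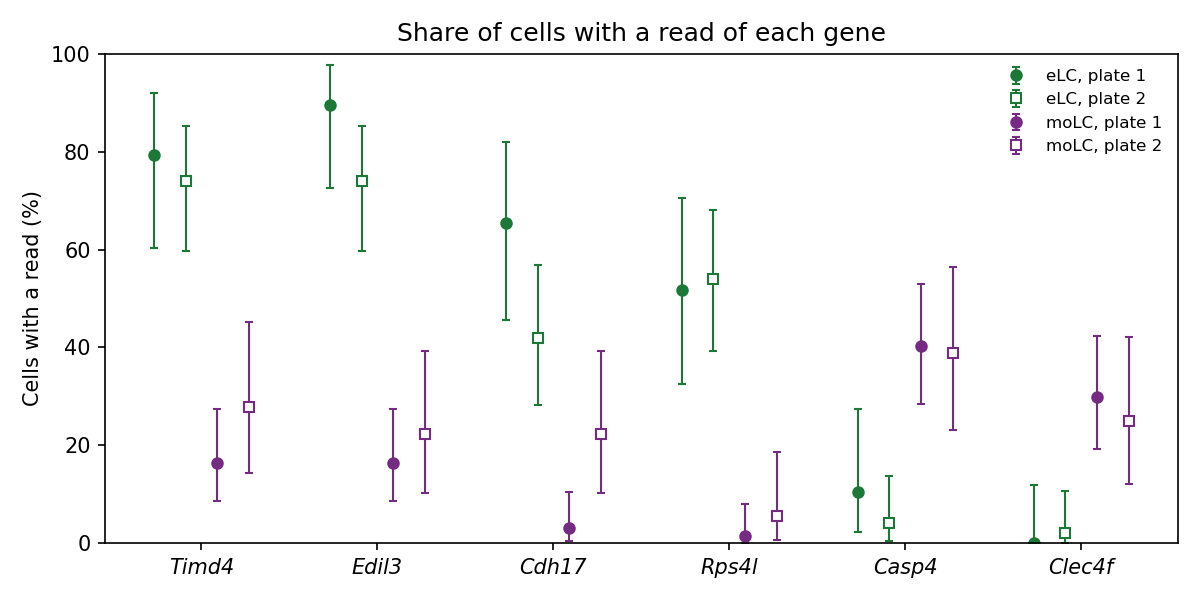
Percentage of cells with a read of each of 6 genes labelled in Fig. 5A, by origin (colour) and plate (symbol), with 95% Clopper-Pearson intervals that cover counting error only. Shares of Timd4, Edil3, Cdh17 and Rps4l are higher in eLCs on both plates, and shares of Casp4 and Clec4f are higher in moLCs.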

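Transcripts of the proteins measured for LC migration and maturation elsewhere in the study were read out first: Ccr7, Cd86 and the MHC class II genes H2-Aa, H2-Ab1 and H2-Eb1. Cd86 reads summed to 1537 CPM in moLCs and 1870 CPM in eLCs (log2 ratio -0.28), H2-Aa to 33376 and 37993 CPM (-0.19), H2-Ab1 to 58190 and 61141 CPM (-0.07) and H2-Eb1 to 29975 and 31533 CPM (-0.07). With TMM factors the last 2 ratios became 0.03 each. Ccr7 summed to 862 CPM in moLCs and 444 CPM in eLCs, a log2 ratio of 0.96 that did not hold within plates: it was 1.49 within plate 1 and -0.48 within plate 2. A Ccr7 read was found in 38.8% of moLCs (29.4 to 48.9%) and 39.2% of eLCs (28.4 to 50.9%), and the largest contribution, 40538 reads, came from 1 moLC of plate 1, without which the ratio was 0.73. None of the 5 genes passed the size rule. Their median log2 ratio was -0.07, the 47.3rd percentile of 10000 random lists of the same length matched on mean expression. This median is the ratio of H2-Eb1. As MHC class II genes make up most of the list, it could hardly respond to Ccr7. The random lists were drawn gene by gene, so their percentiles do not allow for genes that vary together. A second list of 15 maturation and migration genes (Cd40, Cd80, Cd83, Cd274, Fscn1, Relb, Socs2, Ccl22, Il4i1, Cxcr4, Birc3, Marcksl1, Cd200, Icam1 and Samsn1) had 10 genes with a read in at least 25% of the cells of 1 origin. The median log2 ratio of these 10 was 0.19, the 99.5th percentile of matched random lists, with 0.24 within plate 1 and 0.05 within plate 2. 1 of them, Il4i1, passed the size rule, with 312 CPM in moLCs and 85.8 CPM in eLCs (log2 ratio 1.86, 1.13 within plate 1 and 2.71 within plate 2). Il4i1 reads were found in 31.1% of moLCs and 19.0% of eLCs, and without the 1 eLC that held 5504 of them the ratio was 2.35. Leaving out each cell in turn kept the ratio of Il4i1 between 1.39 and 2.35. The ratio of Ccl22 (0.96) rested on 1 moLC of plate 1 with 88680 reads and was -0.03 without that cell. Icam1, also among the 10, had a ratio of 1.07 in all cells, 1.14 within plate 1 and 0.78 within plate 2. The other 5 genes of the second list were read in fewer than 25% of the cells of either origin and so were outside the size rule. Socs2 had 26.6 CPM in moLCs and 8.86 CPM in eLCs, a ratio of 1.58 that was 1.51 within plate 1 and 1.66 within plate 2, with a read in 23.3% of moLCs and 17.7% of eLCs. Cxcr4 had 9.54 and 4.62 CPM, a ratio of 1.05 with 1.68 and 1.25 within the plates, but a read in 18.4% of moLCs and 21.5% of eLCs, and leaving out single cells moved it to between 0.79 and 1.50. It was 0.58 with equal weight per cell and 0.45 as Seurat's average log2 fold change. Cd200 (5 moLCs, 2 eLCs), Cd274 (10 and 2) and Fscn1 (2 in each) rested on a few cells (the ratio of Cd200 was 1.51 within plate 1 and 3.41 within plate 2), and without the 1 cell with the most influence their ratios went from 2.53 to 0.44, from 3.17 to 10.44 and from 5.03 to -4.91.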

There were no transcriptomic differences in migration and maturation genes between moLCs vs. eLCs, possibly because of low sequencing depth. However, epidermal moLCs expressed significantly higher levels of *Cd207* (Fig. 5*B*), which was confirmed at the protein level (Fig. 5*C*). 

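Cd207 (ENSMUSG00000034783; chromosome 6 of GRCm38 from 83671215 to 83677857, minus strand) encodes langerin. It had 7880759 reads in moLCs and 470327 in eLCs, which is 26237 CPM (26219 to 26256) against 2159 CPM (2153 to 2165), a log2 ratio of 3.60 or 12.2-fold. Within plate 1 the sums were 27714 CPM in moLCs and 2286 CPM in eLCs (log2 ratio 3.60), and within plate 2 they were 23466 and 2073 CPM (3.501). The median cell had 23839 CPM in moLCs and 1448 CPM in eLCs. On the scale of Seurat's LogNormalize (natural log of counts per 10000 plus 1), the mean over cells was 5.21 with an SD of 1.09 in moLCs and 2.73 with an SD of 0.835 in eLCs, a difference larger than the spread between cells of either origin. Of the 103 moLCs, 87 (84.5%) lay above the highest eLC, and 3 lay below the median eLC, 1 of them with no Cd207 read. All eLCs had a Cd207 read. Cd207 took 2.62% of all reads in moLCs and 0.216% in eLCs. Of the scalings and filters tried, TMM factors moved the ratio most, to 3.71, and thinning each cell to equal depth gave 3.55. The eLCs carry the Cd207DTR allele of the host and the moLCs the wild-type allele of the donor, so allele and origin go together in these cells.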

Higher CD207 expression in moLCs was also observed when *Cd207*^DTR^ mice were inoculated with a high dose of DT (Fig. 5*D*), an experimental setting in which repopulating moLCs express the DTR transgene at similar levels to eLCs. Notably, moLC and eLC have different levels of CD207 only when localized in the epidermis and not sLNs (*SI Appendix*, Fig. S6*E*).

**Fig. 5.**
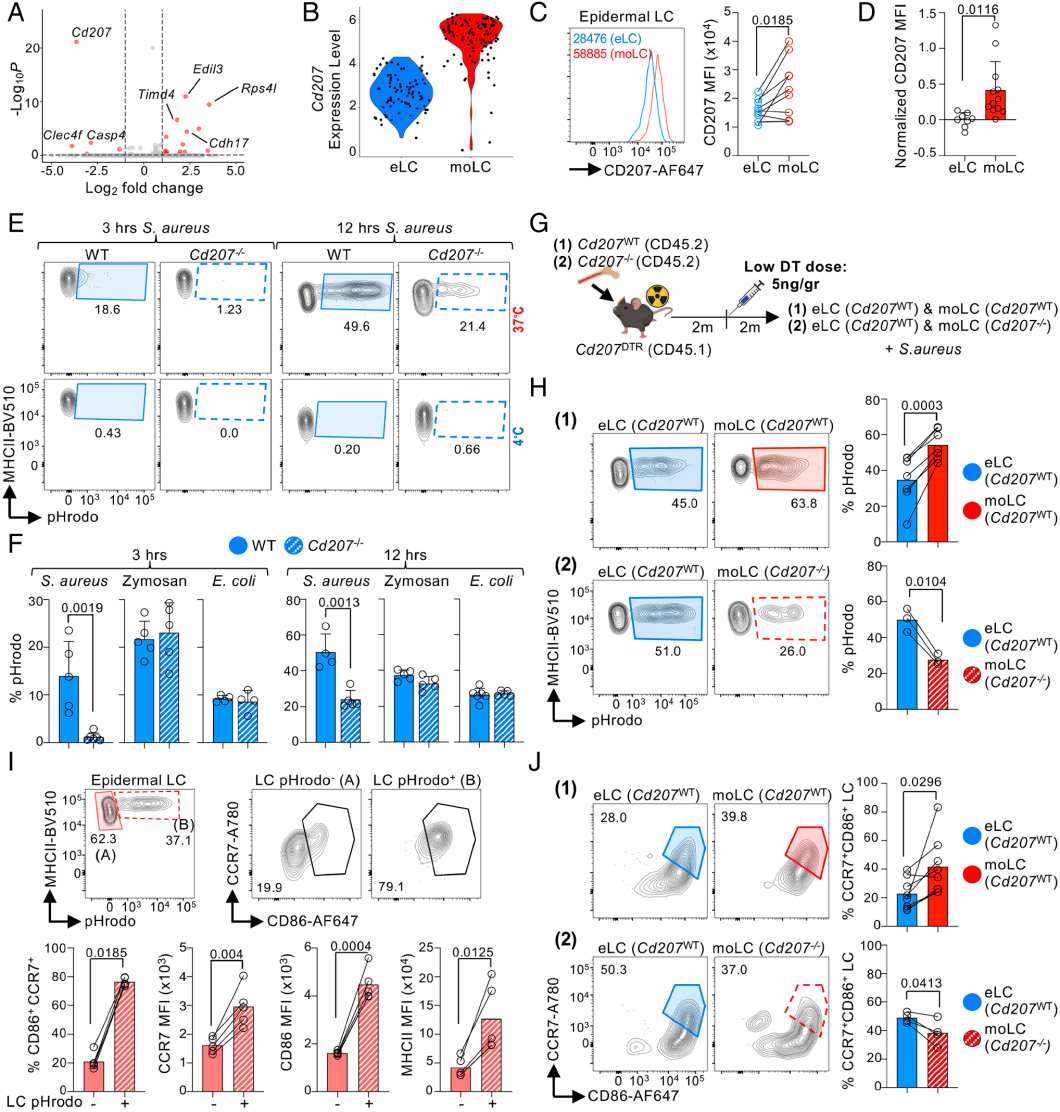
moLCs have a higher capacity to capture *S. aureus* through CD207. (*A*–*C*) CD45.1 *Cd207^DTR^* mice were lethally irradiated and transplanted with CD45.2 WT bone marrow. Two months later, a low dose of 5 ng/gr body weight DT was inoculated. (*A*) Epidermal eLCs and moLCs were purified and analyzed by SMART-seq2 2 mo post-DT. Volcano plot showing differentially expressed genes between eLCs and moLCs (log2 fold change = 1; *P*-value < 0.05). (*B*) As in (*A*), but Violin plot showing *Cd207* gene expression. (*C*) CD207 protein expression by flow cytometry. *Left*, representative histogram. *Right*, MFI expression (n = 9 mice in 3 exp.; Student’s paired *t* test). (*D*) *Cd207^DTR^* mice were inoculated or not with 50 ng/gr of body weight DT, and the epidermis was analyzed 2 mo later. CD207 expression on eLCs (−DT) and moLCs (+DT) shown as normalized MFI + SD (n = 8-12 mice in 3 exp.; Student’s *t* test). (*E* and *F*) Epidermis cell suspensions of WT B6 and *Cd207*^−/−^ mice were incubated with pHrodo-labeled microbes. (*E*) Flow cytometry plots showing the uptake of *S. aureus* by epidermal LCs after 3 (*Left*) and 12 (*Right*) hours of culture. (*F*) Bar plots showing uptake as the mean + SD (n = 4-6 in 2 to 3 exp.; Student’s *t* test). (*G* and *H*) CD45.1 *Cd207^DTR^* mice were lethally irradiated and reconstituted with CD45.2 WT (1) or CD45.2 *Cd207^−/^*^−^ (2) bone marrow. Two months later, a low dose of 5 ng/gr body weight DT was inoculated. Epidermis cell suspension was incubated with pHrodo *S. aureus* for 9 to 12 h. (*G*) Schematic of the experimental design. (*H*) *S. aureus* uptake in experimental setups (1) and (2), respectively. Representative flow cytometry plots (*Left*) and the bar graph of the mean + SD (n = 3-7 mice in 2 to 4 exp.; Student’s paired *t* test). (*I*) WT epidermis cell suspension was incubated with *S. aureus* for 9 to 12 h and then stained for migration markers. *Top*, flow cytometry plots in pHrodo^−^ and pHrodo^+^ LCs. *Bottom*, %CCR7^+^CD86^+^ and MFI of CCR7, CD86, and MHCII, shown as the mean + SD (n = 5 mice in 3 exp.; Student’s paired *t* test). (*J*) As in (*G*) but epidermal cell suspensions were analyzed by flow cytometry for CCR7 and CD86 expression after 6 to 9 h incubation with *S. aureus* (n = 4-7 in 3 to 4 exp.; Student’s paired *t* test).

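The genes labelled in Fig. 5A besides Cd207 and Timd4 were Clec4f and Casp4 on the side of moLCs and Edil3, Rps4l and Cdh17 on the side of eLCs. Clec4f (chromosome 6 of GRCm38, 83644542 to 83656187, minus strand) is the neighbour of Cd207. It had 6209 reads in 29 of 103 moLCs (28.2%, 19.7 to 37.9%) and 8 reads in 1 of 79 eLCs, a log2 ratio of 9.14 with a counting interval of 8.16 to 10.35. No eLC of plate 1 had a read, and against a floor of 3 reads its log2 ratio there was at least 9.45. Casp4 (chromosome 9, 5308828 to 5336783) had 48.1 CPM in moLCs and 6.63 CPM in eLCs, with a read in 39.8% and 6.33% of cells. Its log2 ratio was 2.86 in all cells, 1.68 within plate 1 and 5.29 within plate 2, and without 1 eLC of plate 1 that held 553 of its reads it was 3.53. Edil3 (chromosome 13, 88821472 to 89323223) had 15.5 CPM in moLCs and 73.1 CPM in eLCs, with a read in 18.4% and 79.7% of cells and log2 ratios of -3.45 within plate 1 and -1.19 within plate 2. Cdh17 (chromosome 4, 11758147 to 11817895) had 13.7 and 71.9 CPM, with a read in 9.71% and 50.6% of cells and log2 ratios of -3.82 and -1.08 within the plates. Rps4l (chromosome 6, 148354656 to 148355598), annotated as a transcribed processed pseudogene, had 7.16 and 82.0 CPM, with a read in 3 of 103 moLCs (2.91%) and 42 of 79 eLCs (53.2%). Its log2 ratios were -5.68 within plate 1 and -2.43 within plate 2, where 1 moLC held 1488 of the 1938 reads in moLCs. All 5 genes differed at least 2-fold in the same direction within both plates.

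**Figure D3:**
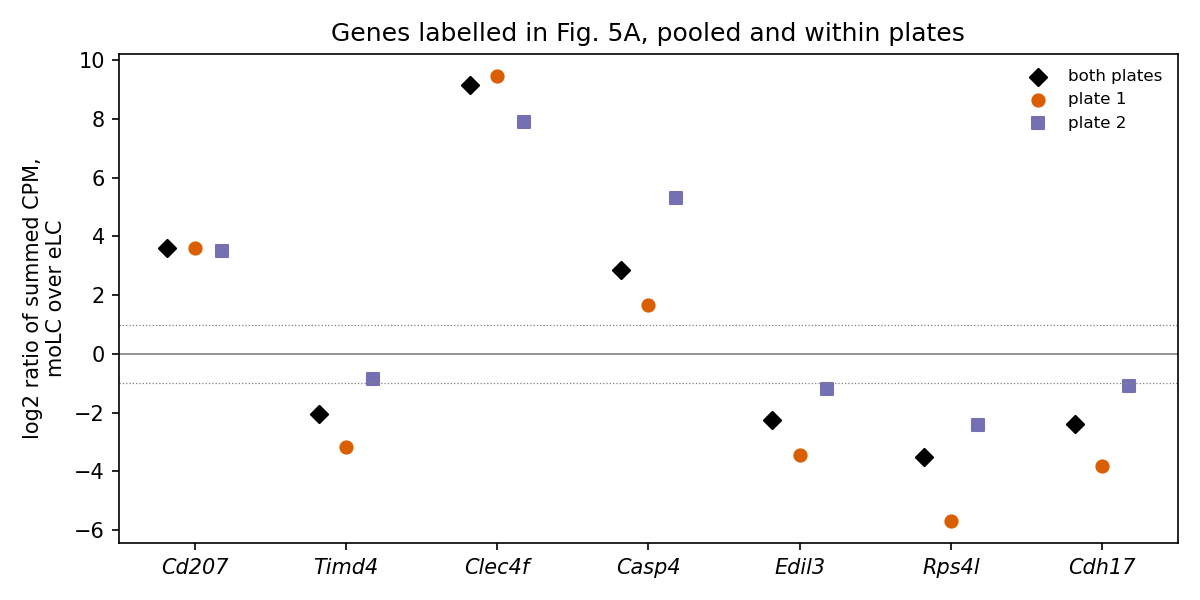
Log2 ratio of summed CPM, moLC over eLC, for the 7 genes labelled in Fig. 5A in all cells (diamonds), plate 1 (circles) and plate 2 (squares); dotted lines mark a 2-fold difference. The Clec4f value for plate 1 is a lower bound against 3 reads in eLCs. Cd207 is nearly equal between plates, and Timd4 in plate 2 is the only point within the dotted lines.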

Human CD207 was recently described as a *S. aureus* uptake receptor (62). Mouse CD207 shares >70% identity with human CD207; however, it was reported to have weaker binding to *S. aureus* than its human counterpart (62). Nevertheless, these binding experiments were performed in vitro using soluble receptors, and the capacity of mouse CD207^+^ LCs to mediate *S. aureus* uptake has not been assessed yet. We incubated epidermal cell suspensions of WT and *Cd207*^−/−^ mice with *S. aureus* conjugated with pHrodo, a pH-sensitive fluorogenic dye that allows the discrimination of endocytosed from adherent particles. At both 3 and 12 h, WT epidermal LCs showed a greater capacity to capture *S. aureus* than *Cd207*^−/−^ epidermal LCs, at 37 °C but not 4 °C (Fig. 5*E*). WT and *Cd207*^−/−^ LCs captured pHrodo-conjugated Zymosan and *Escherichia coli* with comparable efficacy (Fig. 5*F*). Similar to human CD207, mouse CD207 has affinity for *S. aureus*.

Given that epidermal moLCs expressed higher levels of CD207, we asked whether these cells have a differential capacity to capture *S. aureus*. BMC of *Cd207*^DTR^ mice were inoculated with a low dose of DT to permit for the simultaneous presence of epidermal eLCs and moLCs, and the uptake of *S. aureus* was evaluated in epidermal cell suspensions by flow cytometry using pHrodo- conjugated bacteria (Fig. 5*G*). In the first set of experiments, WT bone marrow was transplanted into *Cd207*^DTR^ mice to allow for repopulation with CD207-expressing moLCs. We observed that a higher frequency of moLCs vs. eLCs captured pHrodo-conjugated *S. aureus*, in accordance with their higher CD207 expression (Fig. 5*H*). In a second set of experiments, *Cd207*^−/−^ bone marrow was transplanted into *Cd207*^DTR^ mice to allow for repopulation with CD207-deficient moLCs. CD207-deficient moLCs were inferior to CD207-expressing eLCs at capturing pHrodo-conjugated *S. aureus* (Fig. 5*H*). Thus, epidermal moLCs differ from eLCs in the expression of CD207 and ability to uptake *S. aureus*.

We next asked whether microbe uptake through CD207 could promote the upregulation of the migration receptor CCR7. Analysis of a WT epidermal cell suspension incubated with *S. aureus* showed that pHrodo^+^ LCs had higher expression of CCR7, and activation markers (CD86, MHCII), than pHrodo^-^ cells (Fig. 5*I*). Using the experimental setup as in Fig. 5*G*, we then compared the upregulation of migration markers by eLCs and moLCs. A higher frequency of moLCs expressed CCR7 and CD86 than eLCs after challenge with *S. aureus* (Fig. 5*J*). The upregulation of migration/maturation markers by moLCs was decreased when these cells lacked CD207. We concluded that higher expression of CD207 by moLCs permits a greater uptake of skin microbes, which in turn increases CCR7 and migration to sLN. Notably, we did not observe an overall defect in the capacity of *Cd207*^−/−^ moLCs to migrate to sLN in vivo (*SI Appendix*, Fig. S6*F*), suggesting that other uptake receptors also play a role in modulating moLC migration.

## Discussion

It is still debated whether bone marrow monocyte-derived tissue macrophages can acquire all the transcriptional and functional features of embryo-derived macrophages. Current evidence suggests that ontogeny accounts for heterogeneity in the features of some tissue macrophages, but not others (17, 18, 20, 63, 64). Here, we show that monocytes seeding the epidermis are able to acquire most of the features of eLCs. However, moLCs are more migratory than eLCs. Mechanistically, we show that moLCs express higher levels of CD207 for the uptake of *S. aureus*, which in turn promotes the upregulation of the chemokine receptor CCR7 for migration to sLN.

The contribution of distinct progenitors to tissue macrophages has been previously analyzed and is tissue specific (11, 12). This tissue-specific heterogeneity is regulated by different mechanisms including niche accessibility, quorum sensing, and inflammatory cues (3). Whereas embryonic progenitors can access the epidermis during embryogenesis (22, 23), bone marrow monocytes may only have partial accessibility in the absence of inflammation. This is in contrast to the liver, where monocytes quickly infiltrate and differentiate into Kupffer cells in the absence of inflammation (17). eLCs and moLCs may also have different quorum-sensing mechanisms. eLC density in the epidermis may be controlled by CSF-1 or IL-34 (44), and eLC maintenance is regulated by autocrine/paracrine TGFβ (51, 65–67). In contrast, our data suggest that moLCs may be sensing cues from the sLN. Specifically indicative is our observation that Ki67^+^ epidermal moLCs peak at 2 mo, a time point in which the sLN niche is being filled. After the sLN niche is filled (>2 mo), moLC proliferation goes back to normal levels even though the epidermal niche is still empty. More studies are needed to understand the signals that LCs are using to balance their numbers in the skin and sLN at steady state.

Inflammatory conditions are also key in determining the contribution of monocytes to LC heterogeneity. Different from steady-state conditions, moLCs are able to repopulate the epidermis in various inflammatory models (27, 42, 68, 69), as observed here using tape striping. Recent work from Bennett’s group has shown that during GVHD, monocytes infiltrate the epidermis, but inefficiently convert into moLCs, resulting in the accumulation of an intermediate partially differentiated cell state (44). Thus, the presence or not, as well as the type of inflammation are key for epidermal LC repopulation. Importantly, moLCs can acquire all the transcriptomic features of eLCs during GVHD (44). It is still unclear why at steady state moLCs are unable to acquire every transcriptomic feature of eLCs, but duration of residency in the tissue may be an important factor (2). Indeed, *Timd4*, a gene associated with long-term residence in the gut and liver (17, 60), is expressed at higher levels in eLCs vs. moLCs. Further work is needed to dissect whether ontogeny modulates other features of LCs besides their migration to sLN.

*S. aureus* is associated with *s*kin infections (70, 71), and the receptor for this skin bacterium was recently described to be human CD207; however, it was unclear whether this mechanism of bacterial uptake is conserved between species. Here, we demonstrate that mouse CD207 also has affinity for *S. aureus*. It has been suggested that *S. aureus* is transferred from humans and becomes a mouse commensal in animal facilities (72), although this was not formally tested in our study. Alternatively, CD207 may have affinity for other Staphylococcal genera present in mice. Either way, we show that the differential expression of CD207 by moLCs vs. eLCs regulates the capacity of these cells to uptake *S. aureus* and up-regulate CCR7. Notably, CD207-mediated capture of *S. aureus* is probably one of various mechanisms that promotes migration, as we did not observe a defect in the number of cells in sLN when analyzing *Cd207*^−/−^ moLCs. Nevertheless, our data support the conclusion that distinct intrinsic pathways modulate moLC migration to sLN.

The capacity of epidermal LCs to migrate through the afferent lymphatics of the skin to draining LN was originally noted by Siberberg-Sinakin et al. in response to contact allergens (73). A vast amount of literature supports the original observations that LCs are able to exit the epidermis and migrate to sLN (28, 74). Recently, Sheng et al. challenged this paradigm and suggested that a dermal-resident LC-like, but not epidermal eLCs, is the migratory population that traffics to sLN (36). The study by Sheng et al. relied heavily on the expression of a few markers to delineate LC subpopulations, e.g., CD11b and F4/80; however, these markers may not be a reliable readout since LC phenotype changes as they migrate to sLN (75). Thus, it is not clear whether LC-like described by Sheng et al. are merely eLCs migrating through the dermis. Alternatively, LC-like may be moLCs. Indeed, if eLCs are occupying the epidermal niche (e.g., in the absence of partial/total depletion), monocytes would inefficiently enter the epidermis and only few cells would differentiate into moLCs; instead, moLCs would be found in the dermis and sLN given their superior migratory capability. Accordingly, Sheng et al. reported that ~50% of migratory eLCs are replaced by bone marrow–derived LCs in the sLN, but not the epidermis, of BMC mice. In our BMC, we do not observe a loss of migratory eLCs at any time point analyzed unless these cells are depleted by DT. This discrepancy may be dependent on extrinsic vivarium-specific conditions that are permissive to moLC infiltration into the skin following irradiation. Notably, Sheng et al. show that eLCs express different C-type lectin receptors than LC-like, similar to our observations between eLCs vs. moLCs. Future studies will aim at systematically assessing C-type lectin expression, and harnessing these receptors for the delivery of vaccine compounds to eLCs vs. moLCs (29).

The superior migratory feature of moLCs may play a major role in the maintenance of an intact sLN niche when LC numbers dwindle, e.g., during aging (76, 77). Accordingly, LCs of aged mice express higher levels of CD207 (76), suggesting a monocytic origin. Monocyte tracing models, like *Ms4a3*^Cre^ x*Rosa26*^LSL-TdTomato^, may offer insights into the functional diversification between eLCs and moLCs during immunosenescence. These studies have the potential to unravel therapeutic strategies that enhance skin immune function during aging.

In summary, our study sheds light on the dynamic repopulation of skin LCs in the steady state and reveals the distinct migratory capacity of moLCs.

## Materials and Methods

### Mice.

Wild-type (WT) C57BL/6 CD45.2 (B6; Jax#000664) and CD45.1 (NCI B6-Ly5.1 Cr#564) mice were purchased from Jackson Laboratory and Charles River, respectively. *Cd207^DTR^* and *Cd207^EGFP^* (50) mice were obtained from Malissen and bred in-house as homozygous CD45.2 or CD45.1. *Cd207^DTR^* were crossed for >10 generations to Balb/c*. Cd207^−/−^* mice were generated by breeding *Cd207^Cre^* mice as homozygotes (39). *Ms4a3^Cre^* [C57BL/6J-*Ms4a3^em2(cre)Fgnx/J^*; Jax#036382] were bred to *Rosa26*^LSL-TdTomato^ [B6.Cg-*Gt(ROSA)26Sor^tm9(CAG-tdTomato)/Hze^*; Jax#007909] in-house. *hCd207*-Cre mice were generously provided by Kaplan (51) and bred to *Rosa26*^iDTR^ [C57BL/6-*Gt(ROSA)26Sor^tm1(HBEGF)Awai^*; Jax#007900]. *LysM*-Cre [B6.129P2-*Lyz2tm1(cre)Ifo;* Jax#004781] were bred to *Csf1r*^LSL-DTR^ [C57BL/6-Tg(Csf1r-HBEGF/mCherry)1Mnz; Jax#024046]. *Ccr7^f/f^* mice were generated at the Stanford Medicine Transgenic, Knockout, and Tumor Model Center (TKTC). Murine B6 zygotes were injected with single guide RNA (sgRNA) (*SI Appendix*, Fig. S4*C*), Cas9 protein (*Streptococcus pyogenes* Cas9, Integrated DNA Technologies), and a donor DNA construct containing homologous arms and loxP sites around Ccr7 exon 3 (Biomatik, *SI Appendix*, Fig. S4*A*). Pups were screened by PCR (*SI Appendix*, Fig. S4 *C* and *D*). Transgenic mice were backcrossed for two generations to WT B6 mice. Mice were then crossed to *Cd11c*-Cre mice [B6.Cg-Tg(*Itgax-cre*)1-1Reiz, Jax#08068] and screened for *Ccr7^wt/wt^*, *Ccr7^f/wt^*, *Ccr7^f/f^*, and the appearance of germline deletion by PCR (*SI Appendix*, Fig. S4 *C* and *D*). Diphtheria toxin (50 ng/gr body weight; Sigma) was injected retro-orbitally, unless otherwise noted. For BMC, mice were lethally irradiated with 12 Gy (2 doses of 6 Gy administered 3 h apart) and transplanted with 3 × 10^6^ bone marrow (BM) cells. In some experiments, the head and shoulders of mice were shielded from a 9 Gy radiation dose using a lead cover. Water was supplemented with 40 mg/mL sulfamethoxazole and 8 mg/mL trimethoprim (Aurobindo Pharma) for 2 wk following bone marrow transplantation. For tape-stripping, mice were anesthetized using isoflurane, and the ventral and dorsal sides of both ears were stripped 12 times with Scotch™ tape (3M) (78).

### Cell Suspensions.

For whole skin cell suspension, ears were removed, separated into ventral and dorsal halves, and incubated with a solution of 1.3U/mL Liberase TL (Roche) and 50 µg/mL DNase I (Roche) in plain RPMI (Corning) for 45 min at 37 °C. Tissue was then minced and incubated for another 45 min with continuous shaking. Enzymatic digestion was stopped by the addition of 5 mM EDTA (Corning) for 5 min. For epidermis and dermis cell suspensions, ears were separated into ventral and dorsal halves and incubated with 0.4 mg/mL of Dispase (Roche) in Hank’s balanced salt solution (HBSS) buffer with Ca^2+^ and Mg^2+^ (Corning) for 150 min. The epidermis was separated from the dermis using thin forceps, and both tissues were minced and incubated with 1.5 mg/mL Collagenase IV (Worthington Biochemical) and 70 µg/mL DNase I in R2 [RPMI with 2% fetal bovine serum (FBS) (Gibco), 1× penicillin/streptomycin (Corning), and 2 mM HEPES buffer (Corning)] for 90 min at 37 °C. For epidermal back skin cell suspensions, hair was removed by shaving and application of Nair™ Hair Remover lotion (Church and Dwight Co.) for 5 min., followed by fat removal using scalpels. Back skin was incubated for 2 h in 2.5 mg/mL Dispase in HBSS buffer with Ca^2+^ and Mg^2+^ at 37 °C. The epidermis was removed with thin forceps, minced, and incubated for 2 h with 400 U/mL Collagenase D (Sigma) and 50 µg/mL DNase I in R10 [(RPMI with 10% FBS, 1× penicillin/streptomycin, and 1× glutamine (Corning)] at 37 °C. In all cases, enzymatic digestion was stopped with 10 mM EDTA, and cells were filtered with a 100 µM cell strainer. For skin-draining lymph nodes cell suspensions, popliteal, inguinal, axillary, and brachial lymph nodes (sLN) were harvested, minced, and incubated with 400 U/mL Collagenase D and 5 µg/mL DNase I in HBSS buffer with Ca^2+^ and Mg^2+^ for 30 min at 37 °C. Then, 10 mM EDTA was added in the final 5 min of the digestion. In some cases, one auricular LN was harvested for analysis, minced, and incubated with 2.5 µg/mL Liberase TL and 50 µg/mL DNase I for 30 min. Then, 10 mM EDTA was added in the last five min of digestion. LN cells were filtered through a 70 µm strainer before analysis.

### Flow Cytometry.

Cell suspensions were incubated in anti-(α-) CD32/CD16 (clone 2.4G2; prepared in-house) for 10 min at 4 °C followed by staining antibodies (Abs) against surface markers (*SI Appendix*, Table S1) in flow cytometry buffer (PBS plus 2% FBS and 2 mM EDTA) at 4 °C for 20 min. Unless otherwise specified, lineage markers were CD3, CD19, and NK1.1. Cells were fixed using either BD cytoplasmic fixation kit (BD Biosciences) for cytoplasmic proteins or with the Foxp3 Transcription Factor Fixation kit (Thermo Fisher Scientific) for Ki67 staining according to the manufacturer’s instructions. Abs against intracellular markers were added for 30 to 45 min. Fluorescence minus one (FMO) and isotype controls were used to control for specific staining. Samples were acquired on a LSRFortessa X-20 (BD Bioscience) and analyzed using FlowJo software (FlowJo).

### CyTOF.

Skin and sLN cell suspensions were stained for CyTOF analysis as previously described (79). Briefly, cell suspensions were stained for 5 min at RT with 0.25 µM cisplatin (Fluidigm). Samples were washed with CyFACS buffer [1% bovine serum albumin (BSA) and 2 mM EDTA in PBS] and barcoded with CD45 antibodies, pooled, and stained with the CyTOF surface Ab cocktail for 30 min at 4 °C (*SI Appendix*, Table S2). Cells were washed, fixed for 20 min with a BD cytoplasmic fixation kit, and stained for intracellular Abs for 30 min at 4 °C. Samples were fixed with 2% fresh paraformaldehyde (Electron Microscopy Sciences) and 125 nM Iridium intercalator (Fluidigm) overnight. Samples were resuspended in water, filtered, and analyzed on a CyTOF2 (Fluidigm). For analysis, fcs files were normalized using ParkerICI/Premessa R. Lineage^+^ cells (CD3, CD19, CD335, and Ly6G) were excluded, and UMAP, PHATE, and X-shift analysis was performed on the remaining myeloid cells using FlowJo (FlowJo). Data visualization was done using CYT (SightOf) in MATLAB (MathWorks) (80). Heatmaps of protein expression were generated using the Mean Signal Intensity (MSI).

### Microscopy.

Hair of the ears was removed using Nair™ Hair Remover lotion for 2 min and incubated in 0.5 M EDTA at 37 °C for 2 h, followed by 30 min in PBS. Epidermal sheets were then separated from the dermis using thin forceps followed by fixation with cold acetone for 20 min. Epidermal sheets were blocked with an Avidin/Biotin blocking kit (Life Technologies) followed by 0.2% BSA in PBS and stained with Abs (*SI Appendix*, Table S3). Isotype controls and secondary-only Abs were used to control for specific staining. Images were captured with a BZ-X800 fluorescence microscope (Keyence), and stitching was performed with microscope software (BZ-H4XD, Keyence). Imaging analysis was performed using ImageJ (version 1.54; NIH).

### TRITC Painting.

First, 50 mg/mL tetramethylrhodamine-5-(and-6)-isothiocyanate (TRITC) (Thermo Fisher) was resuspended in DMSO (Sigma) and diluted to 0.5% v/v in a solution of 1:1 acetone (Sigma)/dibutylphthalate (Sigma). Then, 10 µL of this final solution was applied to the dorsal side of one ear and allowed to dry for 10 min. After 96 h, mice were euthanized according to procedures approved by the Stanford University Administrative Panel on Laboratory Animal Care (APLAC).

### Phagocytosis Assays.

Epidermal cell suspensions were incubated with 10 µg/mL pHrodo red *S. aureus* bioparticles (Thermo Fisher), 100 µg/mL pHrodo red *Zymosan* bioparticles (Thermo Fisher), or 10 µg/mL *E. coli* bioparticles (Thermo Fisher) in R10 for 3 to 12 h at 37 °C or at 4 °C as an uptake control.

### scRNA-seq and Analysis.

B6 *Cd207^DTR^* CD45.1 mice were transplanted with WT CD45.2 bone marrow, followed by inoculation of 5 ng/gr body weight DT. Two months later, CD45^+^ cells were purified from the epidermis using α-CD45-biotin antibody (clone: 30-F11) and α-biotin beads (Miltenyi). Cells were single-cell sorted on a Fluorescence-Activated Cell Sorting (FACS) Aria Fusion (BD Biosciences). 

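Transcripts of the sort markers were looked up in the cells kept. Among the markers of the positive gate, Itgax (CD11c) was read in 75.7% of moLCs and 79.7% of eLCs, Itgam (CD11b) in 35.9% and 34.2%, Cd24a (CD24) in 74.8% and 79.7%, and Epcam (CD326) in 99.0% and 98.7%. The MHC class II genes H2-Aa, H2-Ab1 and H2-Eb1 were read in all cells of both origins. Ptprc (CD45) was read in 71.8% of moLCs and 69.6% of eLCs. The log2 ratios of the summed CPM were 0.03 for Itgax, 0.44 for Itgam, -0.26 for Cd24a, -0.09 for Epcam and 0.19 for Ptprc. The ratio of Itgax was -0.40 within plate 1 and 0.55 within plate 2, and that of Epcam was 0.06 and -0.30. Itgam, Cd24a and Ptprc kept their direction within both plates. Sirpa (CD172a), which was looked up with these but is not in the gate, was read in 30.1% of moLCs and 20.3% of eLCs, with a log2 ratio of 0.66 in all cells, 1.07 within plate 1 and -0.52 within plate 2. Of the lineage gate, Cd3e and Ly6g had no read in any cell, so that the upper limit of the 95% interval of the share with a read was 3.52% in moLCs and 4.56% in eLCs. Klrb1c (Nk1.1) had 1 read in each of 4 moLCs, and Siglecf had 150 reads in 2 eLCs.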

Lineage^−^(CD3^−^/CD19^−^/Nk1.1^−^/Ly6G^−^/SiglecF^−^)/CD11c^+^/CD11b^+^/CD24^+^/MHCII^+^/CD326^+^ LCs were index sorted using congenic markers (CD45.2 and CD45.1). The Takara Smart-Seq Single Cell kit was used for reverse transcription, cDNA synthesis, and amplification (Takara). Ampure XP beads (Beckman Coulter) were used for cDNA cleanup. Quantification was performed using the Quant-iT PicoGreen dsDNA Assay kit (Thermo Fisher). The Illumina Nextera XT DNA Library Prep and Unique Dual Index Kits (Illumina) were used for library prep. Paired-end 75 bp sequencing was performed on a HiSeq 4000 (Illumina). Alignment was performed using STAR to the mouse reference genome mm10. A total of 185 cells were sequenced and analyzed using Seurat (v.5.0.1 Satija Lab). 

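The share of reads on the 37 genes whose names start with mt- was computed for all 185 cells. Its median was 0.980% in moLCs and 1.13% in eLCs. 3 cells, all moLCs of plate 2, exceeded 5%, with 9.97% of 572708 reads, 14.0% of 233438 reads and 29.3% of 920430 reads. This left 103 moLCs and 79 eLCs, the highest of which had 3.89%. A threshold of 10% would keep 183 cells and one of 2.5% would keep 173. Counting only the 13 protein-coding mitochondrial genes, 184 cells were at or below 5%.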

Cells with more than 5% mitochondrial genes were filtered out, resulting in 182 high-quality cells. Data were normalized and scaled using “LogNormalize” method (scale factor 10,000) and “ScaleData” function from Seurat. Genes differentially expressed between CD45.1 and CD45.2 LCs were identified using the Wilcoxon rank-sum test implemented in Seurat’s FindMarkers function.

### Statistical Analysis.

Statistical analysis was performed by Prism software (GraphPad) using unpaired Student’s *t* tests for groups of two (unless otherwise specified) and one-way ANOVA with Tukey’s post hoc test or Dunnett’s multiple comparison for others. *P*-values are considered significant when <0.05. Heatmaps were generated using the Broad Institute’s software Morpheus, https://software.broadinstitute.org/morpheus.

## Supplementary Material

Appendix 01

## Data Availability

The single cell RNA sequencing data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/geo (accession no. GSE261079) (81). The mass cytometry data has been deposited at the FlowRepository database, http://flowrepository.org/ (accession no. FR-FCM-Z785) (82). This study did not generate a unique code. The *Ccr7*^f/f^ mice can be requested and will be provided by J.I.

How the deposited data were processed for this re-analysis (not part of the article)

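The data are single-cell RNA sequencing of epidermal LCs sorted from BMC, in which CD45.1 Cd207DTR hosts had received CD45.2 wild-type bone marrow and 5 ng of DT per gram of body weight, with the sort 2 months later. Host cells are eLCs and donor cells are moLCs. The authors made cDNA of each cell with a Smart-Seq kit, sequenced it paired-end, aligned the reads to mm10 with STAR and deposited raw read counts per gene and cell, without normalization. The paper's text does not name the counting tool or the gene annotation. The kit adds no molecular identifiers, so counts are reads and include PCR copies. In 8 cells the deposited columns include 9 values, in 4 genes, that lie midway between whole numbers, and these deposited columns were handled like expected counts, although the authors do not state how the values were made before deposition. They were rounded to whole numbers first. All deposited columns were matched to cells by their labels. Of the 45661 genes listed, 27808 had no read in any cell, and 45495 have the name of a gene of GENCODE M21, from which the GRCm38 coordinates were taken.

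The 185 cells were grouped by origin as labelled, 106 moLCs and 79 eLCs, and by plate as a technical batch. Cells with more than 5% of reads on mitochondrial genes were left out, as in the paper's methods, which kept 182 cells. No animal is named for any cell, so each origin is 1 sample, and no test was made between origins. The paper's methods used a Wilcoxon rank-sum test on single cells, which takes cells as replicates and was not repeated. Counts were summed over the cells of an origin and divided by the sum of all reads to give CPM, and the log2 ratio of moLCs over eLCs is the measure of difference. An origin with 0 reads was set to 3 reads, over the group. Exact Poisson intervals on sums, exact Clopper-Pearson intervals on shares and binomial intervals on ratios are at 95% and cover counting error only. Every ratio was also computed within plate 1 and within plate 2. To compare shares of cells and genes per cell, each cell was also thinned to 2052512 reads, the 10th percentile of the cells' totals, and shallower cells were left out. No doublet caller was run, as cells were sorted singly.

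Genes were named by a rule set before the data were examined: the genes labelled in Fig. 5A, 2 lists of migration and maturation genes, the sort markers with Sirpa (which the paper's sort gate does not include), sex-linked genes, the 10 nearest genes on each side of Cd207 and of Ptprc with a read in at least 25% of the cells of 1 origin, and the 5 largest ratios in each direction among genes past a size rule. Lists of keratinocyte, T cell, monocyte, dermal DC1, melanocyte and Langerhans cell markers were set then too. The size rule asks for a read in at least 25% of the cells of 1 origin and a difference of at least 2-fold in the same direction in all cells and within each plate. Genes chosen otherwise are said to be so where they appear. The percentile of a list's median was taken among 10000 random lists matched on mean expression.

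Clustering used Seurat's LogNormalize with a scale factor of 10000, 2000 variable genes, ScaleData, 10 principal components and a resolution of 0.8, with 20 nearest neighbours for shares of neighbours. Sums, ratios and intervals were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, figures with matplotlib 3.10.9, and clusters in R 4.3.3 with Seurat 5.3.0 and mclust 6.1.1. TMM factors came from edgeR 4.0.16. The size rule, the list percentile and the clustering were tested on simulated counts with known differences. The alternatives tried were each plate alone, all 185 cells, a minimum of 1000 genes per cell, equal weight for each cell, TMM factors, totals without the 50 genes with the most counts, thinning, Seurat's average log2 fold change, each cell left out in turn, other thresholds of the size rule and of the mitochondrial filter, and other settings of the clustering. Flow and mass cytometry were not analysed here.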

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

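The genes below were picked after the data were seen, by a rule also set then: a share of cells with a read that differed by at least 30 percentage points in the same direction within plate 1 and within plate 2, both as sequenced and after thinning. The tests of depth, of plates and of the transgene were chosen only after these results were seen. The rule found 8 genes, all read in more eLCs than moLCs. Edil3, Rps4l and Timd4 are labelled in Fig. 5A. The other 5 are genes the paper does not discuss. Forms of the rule without thinning and with a higher threshold were also looked at. They found different numbers of genes, so the count depends on the form kept.

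Hbegf (chromosome 18 of GRCm38, 36504927 to 36515805) had a read in 69 of 79 eLCs (87.3%, 78.0 to 93.8%) and in 5 of 103 moLCs (4.85%, 1.59 to 11.0%). Its summed CPM did not follow the shares: the log2 ratio of moLCs over eLCs was -0.85 in all cells, -1.91 within plate 1 and 0.21 within plate 2, and -1.40 without 1 moLC that held 302 reads. The eLCs with a read had few of them, with a median of 14 and at most 74, whereas the 5 moLCs had between 10 and 302, with a median of 230. The shares are therefore not read as a higher level in eLCs. Depth does not account for the shares, which stayed at least 83.6 percentage points apart within each plate after thinning, nor do plates, within which they were at least 75.7 points apart. The DT receptor of the Cd207DTR host is encoded by human HBEGF, placed in the Cd207 locus. A candidate explanation is that reads of the transgene were counted on the mouse gene in host cells. Such reads would rise and fall with Cd207. Across the 79 eLCs the rank correlation of Hbegf CPM with Cd207 CPM was 0.836, higher than that of all 515 genes read in a like share of eLCs (percentile 100), whose median was 0.03 and whose 95th percentile was 0.36. The test was written down before the correlation was computed, but after the shares and after the Hbegf and Cd207 reads of the eLCs with no Hbegf read or the highest Cd207 level had been seen. Cells of 1 sample are not independent. No human sequence was compared here, so the explanation remains a hypothesis, and a true difference in mouse Hbegf between origins stays open.

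Myo10 had a read in 77.2% of eLCs and 34.0% of moLCs, Chchd7 in 72.2% and 42.7%, Gm7666 in 67.1% and 31.1%, and Polg in 48.1% and 7.77%. Their log2 ratios were -1.20, -1.14, -1.45 and -4.10. Within plates the shares were at least 30.7 percentage points apart and after thinning at least 35.2, which argues against depth or plates, although the rule that picked the genes asked for this. Gm7666 is a transcribed processed pseudogene whose reads can come from its parent gene. A sequence difference between the host and donor strains stays open, as does a difference between eLCs and moLCs. Neither was tested.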

How the results depend on the processing

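No paired analysis was possible because each origin is 1 sample with no animal named. The values below come with no test, and the cause of a change was not tested unless it is given. The alternatives were set before the data were examined, except for a second form of Seurat's average log2 fold change and the size rule without the highest cells, which were chosen only after the data were seen.

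The log2 ratio of Cd207 was 3.60 and stayed between 3.501 and 3.71: 3.501 with plate 2 alone, 3.59 with all 185 cells, 3.64 with each cell given equal weight, 3.71 with TMM factors, 3.67 with totals that leave out the 50 genes with the most counts, 3.55 after thinning, 3.64 as Seurat's average log2 fold change, and 3.58 to 3.66 with each cell left out in turn. The log2 ratio of Timd4 was -2.03. It was -3.16 with plate 1 alone and -0.84 with plate 2 alone, -1.82 with equal weight, -1.93 with TMM factors, -1.97 without the top 50 genes in the totals, -2.06 after thinning, -1.81 as Seurat's average log2 fold change, and -2.26 to -1.81 with each cell left out. Seurat 5 adds 1 to the sum of each origin. With 1 added to the mean instead, the ratio of Cd207 was 3.58 and that of Timd4 -1.25, and the other 5 genes labelled in Fig. 5A fell under 2-fold (Clec4f 0.27, Casp4 0.48, Edil3 -0.62, Rps4l -0.82, Cdh17 -0.60).

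The alternatives were run for 47 genes: those labelled in Fig. 5A, both migration and maturation lists, 5 sort markers with Sirpa, the largest ratios past the size rule, the neighbours of Cd207 and Ptprc that differed at least 2-fold, and 4 genes chosen after their values were seen (Hbegf, Myo10, Chchd7 and Gm7666). They were not run for the ratios of the other neighbours, the sex-linked genes and the other marker lists. Of the 47 genes, 27 differed at least 2-fold. Over the 11 alternatives set beforehand, 25 of the 27 kept their direction in every alternative that gave a value, and 17 stayed at least 2-fold apart. The form with 1 added to the mean, run only for the genes of Fig. 5A, is not in these counts. With it, 12 stayed at least 2-fold apart. Several alternatives could change these counts little or not at all. Genes past the size rule are at least 2-fold apart within each plate by that rule. The minimum of 1000 genes per cell removed 0 cells. TMM factors and totals without the top 50 genes shift all ratios alike, by 0.10 and 0.07. Cd274 and Fscn1 changed direction. Cd274 had reads in 10 moLCs of plate 1 and in 2 eLCs of plate 2, and its ratio went from 3.17 to -6.39 with plate 2 alone, where moLCs had no read and were set to 3. Fscn1 went from 5.03 to -4.91 (the highest value with a cell left out was 9.46) without 1 moLC of plate 1 that held 1980 of its 1982 reads in moLCs. Fscn1 had no read in plate 2, which gave no value. Timd4, Cxcr4, Cd200, Icam1, Dguok, Rabif, Chchd7 and Gm7666 kept their direction but fell under 2-fold in at least 1 alternative (Rabif to -0.03 with plate 2, Dguok to -0.48 and Chchd7 to -0.80 with plate 1, Gm7666 to -0.84 by Seurat's measure).

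The median log2 ratio of Ccr7, Cd86, H2-Aa, H2-Ab1 and H2-Eb1 was -0.07. It was -0.132 with plate 1, -0.0917 with plate 2, -0.0789 with all 185 cells, -0.108 with equal weight and by Seurat's measure, 0.0290 with TMM factors, -0.00614 without the top 50 genes in the totals, -0.0822 after thinning, and -0.0861 to -0.0611 with each cell left out. TMM factors shift all ratios by 0.10. As MHC class II genes make up most of this list, its median could hardly respond to Ccr7.

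The number of genes past the size rule was 132, with 40.2% higher in moLCs. It was 71 by Seurat's measure, 501 at 1.5-fold, 12 at 4-fold, 479 with a read in at least 10% of cells, 23 with a read in at least 50%, 1529 with at least 10 reads over all cells, and 373 with no requirement on plates. With TMM factors it was again 132, of which 113 were the same genes, and 54.5% were higher in moLCs. After thinning it was 139, of which 104 were the same genes. Without the cell with the most reads of each gene in each origin it was 169, of which 112 were the same genes.

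The mitochondrial filter kept 182 cells, and 173 at 2.5%. The median number of genes with a read was lower in moLCs by a difference of -462, and of -390 after thinning, -441 with at least 5 reads per gene and -452.5 within plate 2. The adjusted Rand index of clusters and origin was 0.0131. It was 0.0406 with 20 principal components, 0.0383 at resolution 0.4, 0.0207 at 1.2, 0.0152 with 1000 and 0.00556 with 5000 variable genes, 0.0177 without Cd207 and the genes past the size rule, 0.0113 with plate 1, 0.0150 with plate 2, 0.00313 after thinning, 0.0177 with all 185 cells and 0.0417 with Pearson residuals. The share of neighbours of the same origin ranged from 53.4% to 63.8% over 9 alternatives.

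The number of cells limits what can be seen. A gene with no read in any of the 79 eLCs could still be read in up to 4.56% of such cells (upper limit of the 95% interval), and genes read in few cells, such as Clec4f, Cd274 and Fscn1, have sums that rest on those cells.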

Differences from the paper's values

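The values of Fig. 5A were read by eye, with a reading error of 0.05, as log2 fold changes of eLCs over moLCs. The values here are given in that direction. The paper's test took cells as replicates, and no test was made here. Its figure shows Timd4 at about 1.8 in Fig. 5A, and the log2 ratio of summed CPM was 2.03. Of the alternatives set before the data were examined, equal weight for each cell (1.82), Seurat's average log2 fold change (1.81) and the lowest value with a cell left out (1.81) fell within the reading error, and the other 8 did not. Clec4f lies at about -3.9 in Fig. 5A, against -9.14 here. Seurat's average log2 fold change, which adds 1 to the sum of each group, gave -3.89, and the other 10 alternatives did not come within the reading error. Casp4 lies at about -2.8 in Fig. 5A, against -2.86, with Seurat's measure (-2.84) within the reading error and the other 10 alternatives outside it. Edil3 lies at about 2.3 in Fig. 5A, against 2.24, with Seurat's measure, equal weight and thinning within the reading error and the other 8 outside it. Cdh17 lies at about 2.3 in Fig. 5A, against 2.40, with Seurat's measure, TMM factors, totals without the top 50 genes and the leave-one-out value nearest 0 within the reading error and the other 7 outside it. The paper's methods name Seurat's FindMarkers function, whose average log2 fold change in Seurat 5 has the form used here. A second form, with 1 added to the mean of each origin, was computed alongside it when the figure was read. In the direction of the figure it gave 1.25 for Timd4, -0.27 for Clec4f, -0.48 for Casp4, 0.62 for Edil3 and 0.60 for Cdh17, none of them within the reading error.

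The paper states that migration and maturation genes did not differ between moLCs and eLCs and names none there. Of 15 such genes with a read in at least 25% of the cells of 1 origin, 14 stayed under the size rule and Il4i1 passed it, with a log2 ratio of 1.86 in moLCs over eLCs. The rule describes size and is not a test, so this does not contradict the paper's statement. A read of Il4i1 was found in 31.1% of moLCs (22.3 to 40.9%) and 19.0% of eLCs (11.0 to 29.4%), and these intervals overlap. Of the 5 genes read in fewer cells, Socs2 (1.58), Cxcr4 (1.05) and Cd200 (2.53, read in 5 moLCs and 2 eLCs) were at least 2-fold higher in moLCs in all cells and within both plates, though Cd200 fell to 0.44 with 1 cell left out and Cxcr4 fell to 0.79 with 1 cell left out, to 0.58 with equal weight per cell and to 0.45 as Seurat's average log2 fold change.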

Other observations

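Of the tests below, those of Ccr7, of Clec4f, of sampling by the directions within plates, of the number of genes with a read, of 2 cells in a well and the second test of a wrong label were chosen only after the result, or a part of it, was seen. The tests of Cd207 and of the sex of the mice were set before the data were examined, and the first test of a wrong label before its value was known.

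The higher Cd207 counts of moLCs were weighed against technical explanations. Depth does not account for them, as the log2 ratio was 3.55 after thinning, nor do plates, within which it was at least 3.501, nor a few cells with very high counts, as the ratio of the medians of the cells was 4.04. The Cd207DTR allele, which eLCs carry and moLCs do not, stays open. So do other differences between host and donor cells, which were not tested. The eLCs are host cells that went through irradiation and remained after DT, whose receptor lies in the Cd207 locus. The moLCs are donor cells without that receptor. Among genes with a read in at least 25% of the cells of 1 origin, the 10 nearest on each side of Cd207, from 83054521 to 86334240 on chromosome 6, held 2 that differed at least 2-fold (Clec4f and Dguok), where the rate among other genes gives 1.14. Around Ptprc, where the congenic CD45 alleles differ, 2 of 20 such genes did so (Rabif and Glrx2), over the wider span from 134405559 to 144775435 on chromosome 1. The ratio of Dguok was -0.48 within plate 1 and that of Rabif -0.03 within plate 2. These numbers are too small to decide, and allele and origin cannot be told apart in these cells. A difference between eLCs and moLCs themselves stays open too. The paper also reports higher CD207 protein in moLCs at a high dose of DT, where both carry the allele (Fig. 5D). It states that the transgene is then expressed at like levels in both. That experiment measured protein and compared moLCs with eLCs of mice not given DT. It was not analysed here.

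Clec4f lies 15027 bases downstream of Cd207 on the same strand. It was read in 29 of 103 moLCs and 1 of 79 eLCs. A hypothesis is that its reads could come from transcription running on from Cd207. If they arose in proportion to Cd207 at the rate seen in moLCs, 2.06 eLCs would have a read. The observed 1 does not exclude this, and it does not exclude a separate regulation of Clec4f either, so the numbers of cells keep the explanations from being told apart.

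Among the eligible genes at least 2-fold apart between origins in both plates, 139 had the same direction and 66 the opposite one, so 67.8% had the same direction. Sampling of single cells alone would give about as many of each, since the plates hold different cells. Between plates the numbers were 89 and 71. This argues against sampling as the whole cause of the genes past the size rule, although genes that vary together in cells were not allowed for. The 66 genes with opposite directions show that sampling may account for a large part of them.

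The moLC in well B09 of plate 2 was the 1 moLC with reads of all of Hbegf (10), Rps4l (1488), Edil3 (462), Timd4 (5266) and Cdh17 (114), as 13 eLCs had. No other moLC had more than 3 of these 5 genes. Its Cd207 level, 2555 CPM, lay below the highest eLC (7767 CPM). These genes and this cell were picked after the values were seen. A hypothesis is a wrong label or sort gate for this cell. The test set out before its value was known, though after other genes of this cell had been seen, did not bear it out. Over the other genes past the size rule, the share of eLC-high genes read minus the share of moLC-high genes read was -19.3 percentage points, against medians of 12.7 in eLCs and -17.0 in moLCs. As those genes had been picked with the cell counted as a moLC, the test was repeated with genes picked without the cell scored. The value was then -4.99, between the medians of 5.26 and -11.7 and on the side of moLCs of their midpoint (-3.20), but 25 moLCs and 12 eLCs also lay on the wrong side, so neither test decides. An eLC and a moLC in 1 well stay open as well. Equal parts of the median eLC and the median moLC would give a Cd207 level of 12644 CPM, above the 2555 CPM of this cell, but single moLCs ranged from 0 to 60426 CPM, so this value does not decide. Without this cell the log2 ratio of Rps4l went from -3.52 to -5.20.

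The moLC in well B06 of plate 1 had no Cd207 read among 2053825 reads, 43178 CPM of Ccl22 (the next moLC had 8428), 964 CPM of Fscn1 and 9601 CPM of Ccr7. Its H2-Ab1 level, 233 CPM, was the lowest of the moLCs, whose median was 58780. No biological explanation was tested. It was singled out after its values were seen.

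The higher summed Ccr7 level of moLCs may rest on a few cells of plate 1, as the log2 ratio was -0.48 within plate 2.

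Fewer genes had a read in moLCs than in eLCs. Depth does not account for all of this, as the difference of the medians was -390 genes after thinning, nor do plates, within which it was -452.5 or further from 0 as sequenced. Within plates after thinning the medians were 4044 in moLCs and 4350.5 in eLCs of plate 1, and 4025 and 4459 in plate 2, so depth may account for a part of the difference in plate 1. RNA content or capture per cell, which may differ between origins, was not measured here.

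Xist was read in 60.8% of eLCs and 54.4% of moLCs, a difference of 6.39 percentage points. The shares were 65.5% and 62.7% in plate 1 and 58.0% and 38.9% in plate 2. Ddx3y, Uty, Kdm5d and Eif2s3y had no read in any cell. This argues against host and donor mice of different sex.

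Of the marker lists of other cell types, the keratinocyte gene read most often was Krt14 (3 eLCs and 11 moLCs). T cell genes were read in at most 2 cells of an origin, melanocyte genes in at most 2, and the dermal DC1 genes Xcr1, Clec9a and Itgae in at most 15. Irf8 was read in 67.1% of eLCs and 61.2% of moLCs. Among the monocyte genes, Ly6c2, Ccr2, Plac8 and S100a8 were read in at most 2 cells of an origin, while Lyz2 was read in 22.8% of eLCs (14.1 to 33.6%) and 41.7% of moLCs (32.1 to 51.9%), with 33.9 and 76.0 CPM. Within plate 1 the Lyz2 sums were 52.7 CPM in eLCs and 78.2 CPM in moLCs, and within plate 2 they were 21.2 and 71.8 CPM. The Langerhans cell genes Cd74, H2-Ab1 and Mfge8 were read in all cells kept.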
